# Deletion of *Mgat2* in spermatogonia blocks spermatogenesis

**DOI:** 10.3389/fcell.2024.1428715

**Published:** 2024-09-19

**Authors:** Mohd Shamoon Asmat, Xiang Yu Zheng, Mohd Nauman, Deyou Zheng, Pamela Stanley

**Keywords:** complex N-glycans, MGAT2, conditional knockout, spermatogenesis, AKT and ERK signaling

## Abstract

Identifying factors required for spermatogenesis is important for understanding mechanisms of male fertility. Inactivation of either the *Mgat1* or *Man2a2* gene leads to a block in spermatogenesis causing infertility in male mice. MGAT1 GlcNAc-transferase initiates complex N-glycan synthesis and MAN2A2 mannosidase generates the substrate for MGAT2 GlcNAc-transferase to form a biantennary complex N-glycan. In this paper, we show that conditional deletion of *Mgat2* in spermatogonia *via Stra8*-iCre caused a novel block in spermatogenesis, largely prior to the formation of round spermatids. *Mgat2*[−/−] germ cells did not bind the lectins *Phaseolus vulgaris* leucoagglutinin (L-PHA) or *Griffonia simplicifolia* II (GSA-II), similar to germ cells lacking MGAT1 and complex N-glycans. However, overall spermatogenic defects were distinct in germ cells with deleted *Mgat2 versus Mgat1*. In addition, RNA-seq analysis at 15 days after birth revealed a unique transcriptomic landscape in *Mgat2*[−/−] germ cells with genes required for sperm formation and functions being most downregulated. Bioinformatic analyses using the ingenuity pathway analysis (IPA) algorithm identified ERK and AKT as central activities. Western blot analyses of 15-day germ cell lysates confirmed that both AKT and ERK1/2 signaling were increased by loss of MGAT2 in germ cells. By contrast, *Mgat1*[−/−] germ cells were previously shown to have reduced ERK signaling and unchanged AKT activity. Therefore, since the loss of all complex N-glycans is common to each mutant model, the different immature N-glycans that accumulate in *Mgat2*[−/−] *versus Mgat1*[−/−] germ cells are proposed to be the basis of their unique spermatogenic phenotypes.

## Introduction

Determining mechanisms necessary for optimal spermatogenesis is important for both understanding male fertility and revealing potential targets for male contraceptives. Our laboratory has focused on defining roles for glycans in mammalian spermatogenesis (Akintayo and Stanley, 2019). We previously showed that conditional knockout (cKO) in spermatogonia (Sg) of the glycosyltransferase gene *C1galt1* (to prevent the synthesis of core 1 and 2 O-GalNAc glycans), or *Pofut1* (to prevent addition of O-fucose glycans to EGF repeats on Notch receptors), or *Mgat1* (to prevent complex N-glycan synthesis) has different outcomes (Batista et al., 2012). Male individuals lacking MGAT1 in germ cells have no sperm whereas loss of C1GALT1 or POFUT1 does not affect spermatogenesis (Batista et al., 2012). This was unexpected since global deletion of *C1galt1* (Xia et al., 2004) or *Pofut1* (Shi and Stanley, 2003; Okamura and Saga, 2008) or *Mgat1* (Ioffe and Stanley, 1994; Metzler et al., 1994) is embryonic lethal.

*Mgat1* cKO in Sg prevents complex N-glycan synthesis in all germ cells and blocks spermatogenesis at the spermatid stage, resulting in infertile male mice (Batista et al., 2012). Transcriptomic analyses indicated defective ERK signaling as a basis of this phenotype, and levels of pERK1 and pERK2 were shown to be reduced in 22-day *Mgat1* cKO germ cells (Biswas et al., 2018; 2023). Global knockout (KO) of *Man2a2*, a mannosidase which removes 2 Man residues from the product of MGAT1 to generate the substrate for the MGAT2 GlcNAc-transferase, also causes male infertility (Akama et al., 2002; Fukuda and Akama, 2002). In this paper, we report the consequences of deleting the next glycosyltransferase in the pathway, *Mgat2,* in spermatogonia. We found that cKO of *Mgat2* via *Stra8-*iCre led to a block in spermatogenesis largely prior to the formation of spermatids, a phenotype distinct from deleting either *Mgat1* or *Man2a2*. Since deletion of either *Mgat1*, *Man2a2*, or *Mgat2* precludes the generation of complex N-glycans, the differing consequences of their deletion in germ cells suggests that their respective phenotypes do not arise solely from the absence of complex N-glycans. RNA-seq comparisons of 15-day *Mgat2* cKO germ cells identified biological processes and molecular networks that provide insights into the spermatogenic defects in *Mgat2* cKO infertile male subjects. In stark contrast to the reduced ERK signaling observed in *Mgat1* cKO germ cells, we show here that 15-day *Mgat2* cKO germ cells exhibited increased signaling of both ERK1/2 and AKT.

## Results

### Mice lacking *Mgat2* in germ cells have a block in spermatogenesis

Deletion of floxed alleles is achieved in spermatogonia (Sg) with the transgene *Stra8*-iCre, which is expressed 3 days after birth (Figure 1A) (Sadate-Ngatchou et al., 2008). Figure 1B depicts the reactions catalyzed by MGAT1, MAN2A2, and MGAT2 and the consequences of deleting *Mgat1* and *Man2a2* in germ cells. To generate male germ cells lacking *Mgat2*, *Mgat2*[F/F]:*Stra8*-iCre males were produced by mating *Mgat2*[F/F]:*Stra8*-iCre females with *Mgat2*[F/F] males. The average litter size was 9 ± 1 STDEV (n = 10 litters), and the ratio of male to female progeny was not significantly different from 50% (Chi-squared test *p* > 0.5). *Mgat2*[F/F]:*Stra8*-iCre males had testes of reduced size but were otherwise healthy. Testes were characterized at 22 days after birth when tubules contain spermatogonia and spermatocytes but few round spermatids, at 28 days of age when round spermatids predominate and elongated spermatids begin to appear, and at 49 days after birth when all germ cells are present and sperm have formed (Montoto et al., 2012).

**FIGURE 1:**
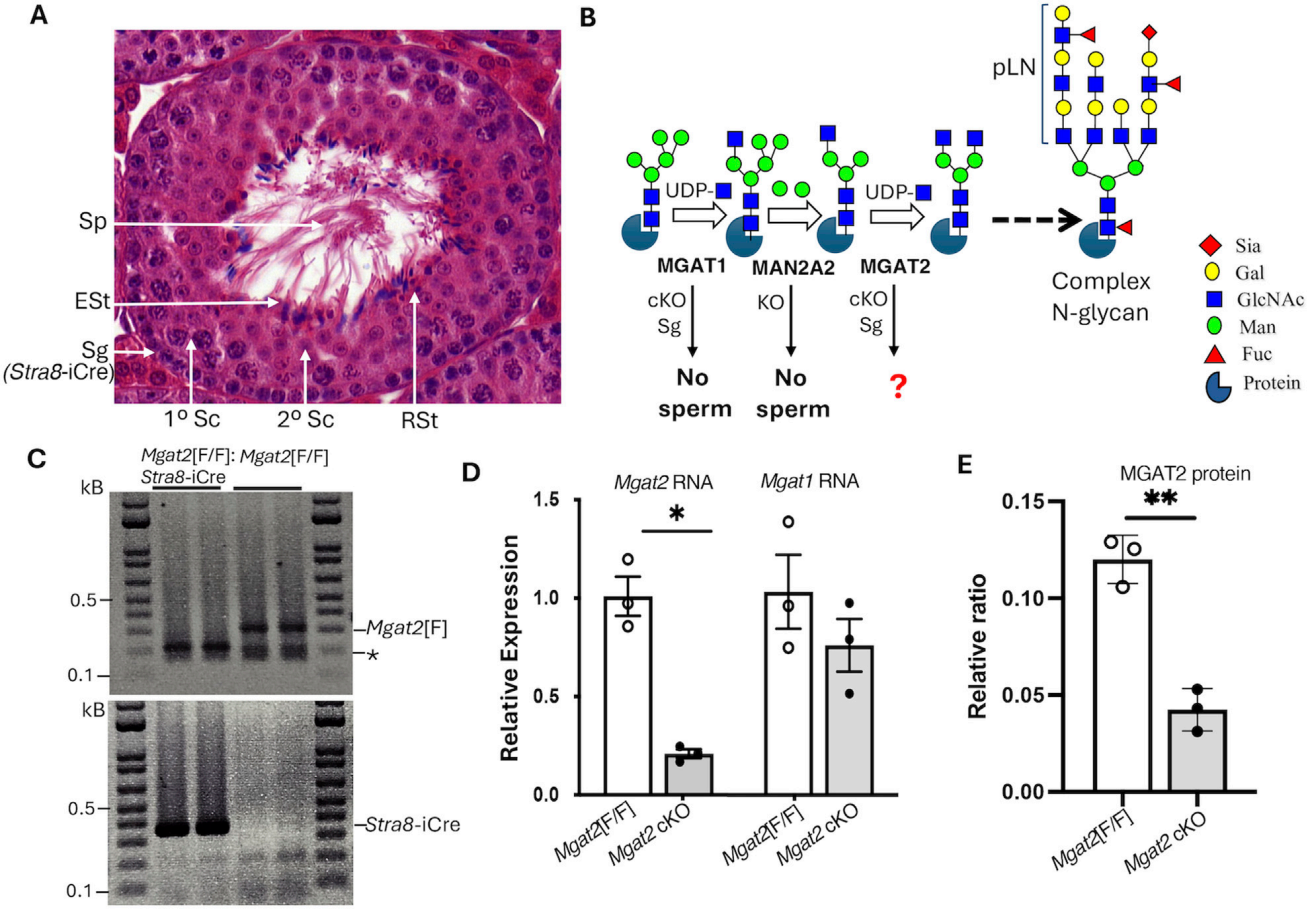
Deletion of *Mgat2* in spermatogonia. **(A)** Diagram showing the different germ cells in a testis tubule from a typical 7-week C57BL6/J male. Sg, spermatogonium; Sc, spermatocyte; RSt, round spermatid; ESt, elongated spermatid; Sp, sperm; *Stra8*-iCre is first expressed in Sg. **(B)** Schematic representation of a portion of the N-glycan biosynthetic pathway showing the reactions catalyzed by MGAT1, MAN2A2, and MGAT2 that precede the generation of branched complex N-glycans and the consequences of deleting *Mgat1* in Sg (cKO) or *Man2a2* globally (KO) (see text for references). Symbols for sugars are from the Symbol Nomenclature for Glycans (Neelamegham et al., 2019). **(C)** PCR genotyping of gDNA from enriched germ cells of 22-day *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre males. * Non-specific band. **(D)** qRT-PCR of cDNA from 22-day *Mgat2*[F/F] and *Mgat2* cKO germ cells to determine expression of *Mgat2* and *Mgat1* transcripts relative to *Actb* and *Gapdh*. **(E)** Western blot analysis of MGAT2 in germ cell lysates of *Mgat2*[F/F] and *Mgat2* cKO 22-day males. The blot quantitated is shown in Supplementary Figure S1C. Histograms are mean ± SEM. Each symbol represents an independent germ cell preparation. *p*-values were determined by Student’s t-test (two-tailed, unpaired) *p < 0.05, **p < 0.01.

To determine the efficiency of deletion of *Mgat2* floxed alleles by *Stra8*-iCre, genomic DNA (gDNA), RNA, and protein were extracted from germ cells of 22-day males. The purity of germ cell preparations was determined by comparing RNA from testis *versus* germ cells from *Mgat2*[F/F] controls. Marked enrichment of germ cells was evident from the low expression of the testis Leydig cell marker *Cyp11a* in germ cell RNA (Supplementary Figure S1A). PCR genotyping showed that floxed *Mgat2* alleles were not detected in *Mgat2*[F/F]:*Stra8*-iCre germ cells (Figure 1C and Supplementary Figure S1B). In addition, *Mgat2* transcripts determined by qRT-PCR were greatly reduced (Figure 1D). Importantly, transcript levels of *Mgat1* were not significantly changed in *Mgat2* cKO germ cells (Figure 1D). MGAT2 protein was also markedly reduced in *Mgat2*[F/F]:*Stra8*-iCre germ cells (Figure 1E and Supplementary Figure S1C), with a low signal presumably contributed by the presence of non-germ cells such as Leydig or Sertoli cells.

The loss of MGAT2 from germ cells was confirmed by immunohistochemistry of testis sections from 7-week *Mgat2*[F/F]:*Stra8*-iCre males (Figures 2A–C and Supplementary Figures S2A, S2B). In addition, binding of the plant lectins *Phaseolus vulgaris* leucoagglutinin (L-PHA) and *Griffonia simplicifolia* agglutinin II (GSA-II) to germ cells from the same males was essentially lost, indicating the absence of complex N-glycans (Figures 2D–G and Supplementary Figures S2C–S2F). Both L-PHA and GSA-II bind to the branch sugars of complex N-glycans (Bojar et al., 2022) and do not bind to cells lacking complex N-glycans. Importantly, the lack of L-PHA binding showed that the single GlcNAc on the hybrid N-glycan generated in the absence of MGAT2 was not extended with polylactosamine (pLN) in *Mgat2* cKO germ cells (see Figure 1B).

**FIGURE 2:**
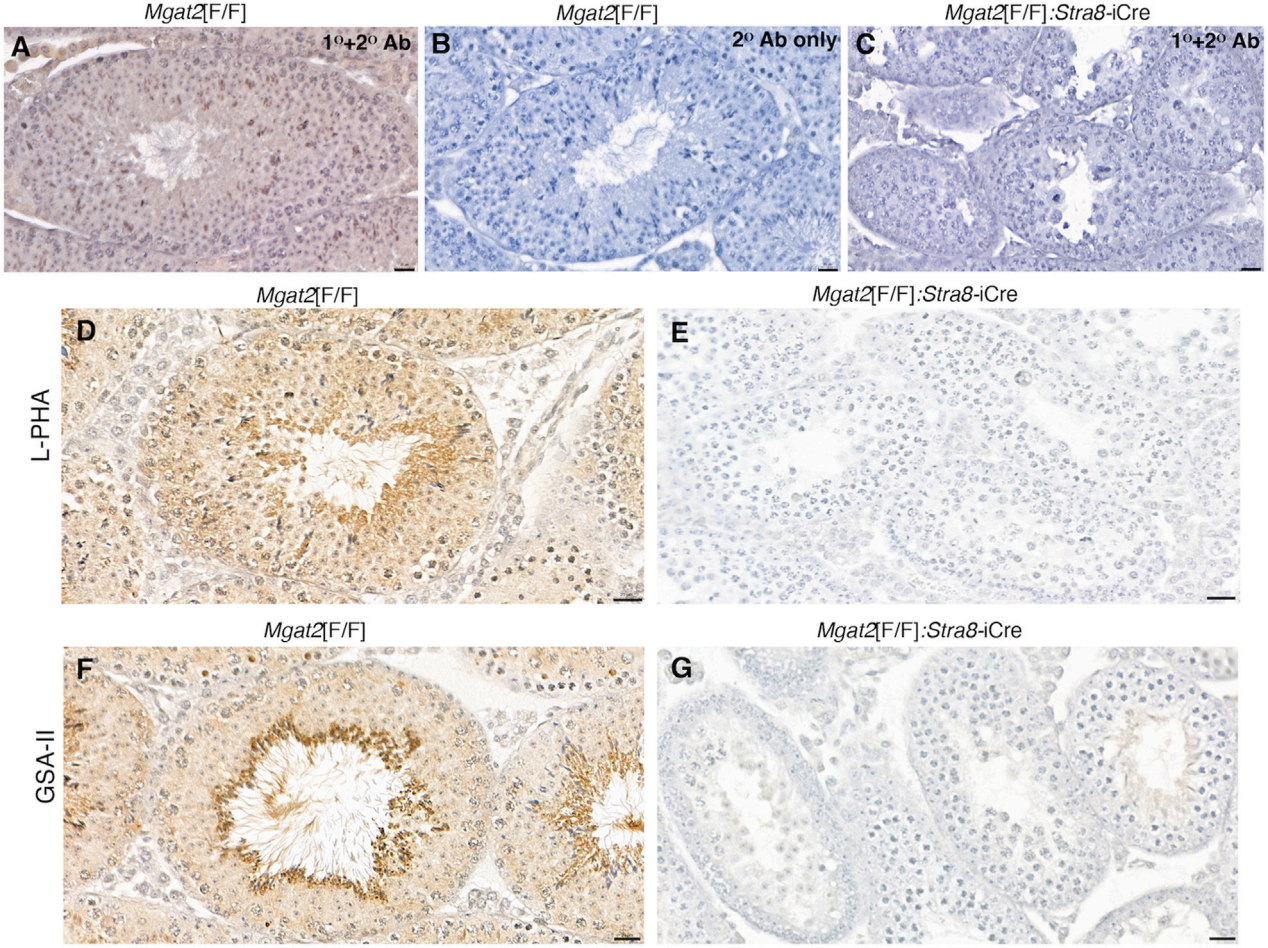
*Mgat2* cKO germ cells lack MGAT2 and complex N-glycans. **(A–C)** Immunohistochemistry of MGAT2 expressed in 7-week *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre testis sections (representative of n = 3 mice per group, two sections per mouse). **(D–G)** Lectin histochemistry with L-PHA and GSA-II in 7-week *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre testis sections shows lectin binding to complex N-glycans only in *Mgat2*[F/F] sections (representative of n = 3 mice per group, two sections per mouse). Scale bars 20 µm. Related low-power images are shown in Supplementary Figure S2. Note that tubule diameters of *Mgat2* cKO testes are smaller than *Mgat2*[F/F] controls.

Histological examination of testis sections from 7-week *Mgat2*[F/F]:*Stra8*-iCre males showed abnormal morphology compared to *Mgat2*[F/F] testes (Figure 2 and Supplementary Figure S2). Staining by hematoxylin and eosin (H&E) highlighted defects in spermatogenesis in *Mgat2* cKO *versus Mgat2*[F/F] males which had completed the first round of spermatogenesis (Figure 3). It can readily be seen that germ cell numbers were reduced and the types of germ cell within a tubule simplified in *Mgat2*[F/F]:*Stra8*-iCre males (Figures 3A–D). Spermatogonia and spermatocytes (1° and 2°) were present, but round and elongated spermatids were absent and there were no sperm in the lumen of 7-week *Mgat2*[F/F]:*Stra8*-iCre testis tubules. In addition, mutant germ cells were disorganized, and tubules contained one or a few vacuoles and multinuclear cells (MNCs) (Table 1). The latter appear to form from 2° spermatocytes. MNCs were not apparent in testis tubules of 4-week *Mgat2* cKO males when the first wave of spermatogenesis was ∼70% complete (Montoto et al., 2012) (Supplementary Figures S3A, S3B). Compared to 4-week *Mgat2*[F/F] testis, many *Mgat2* cKO tubules were sparsely populated with spermatocytes and lacked round spermatids.

**FIGURE 3:**
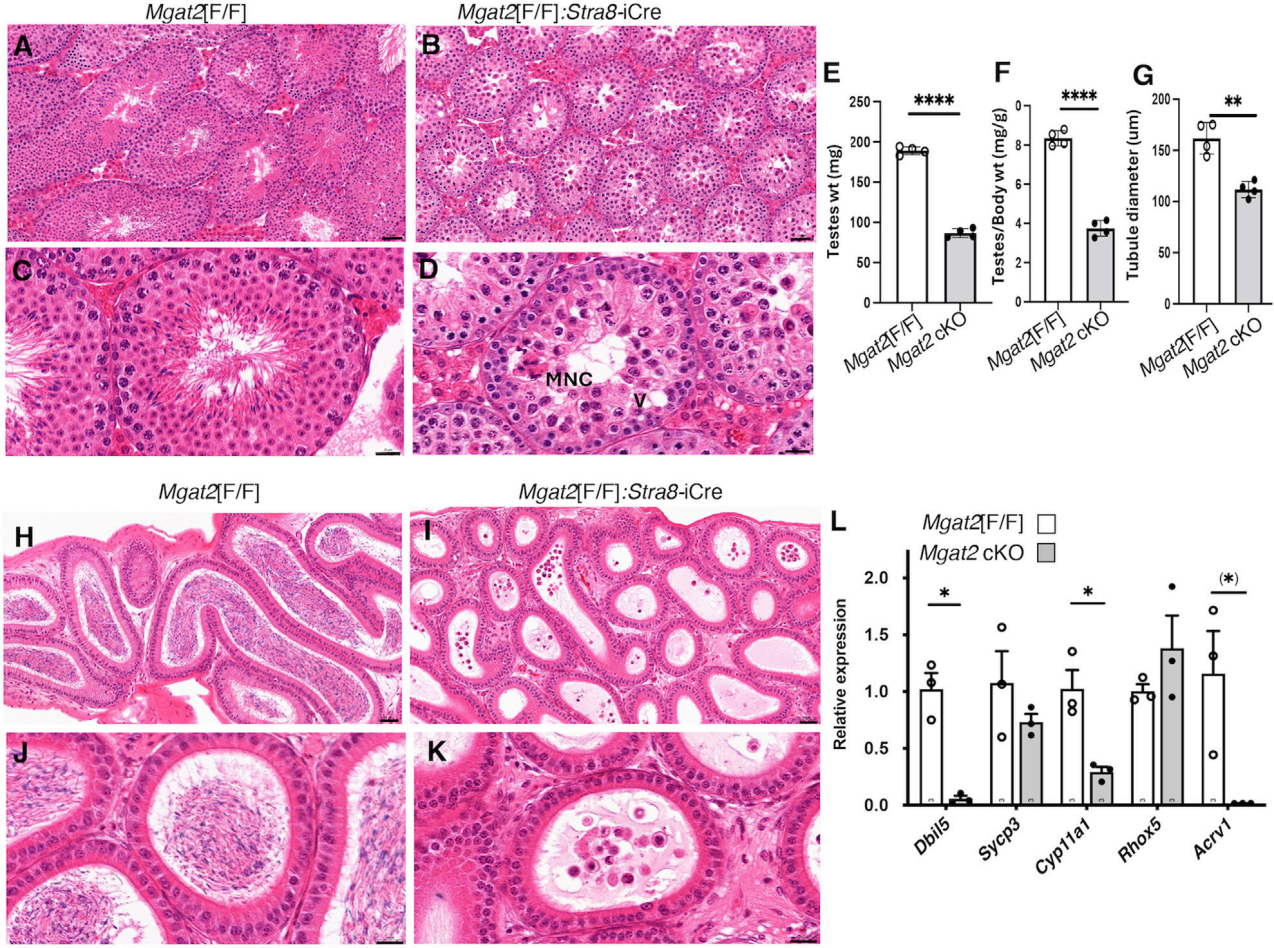
*Mgat2* cKO males do not make sperm. *A*–*D*, representative testis sections from 7-week *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre males stained with H&E (n = 3–4 mice per group, two sections per mouse). An MNC and a vacuole (V) are indicated. Scale bars **(A, B)** 50 μm; **(C, D)** 20 µm. Images from 4-week males are shown in Supplementary Figure S3, **(E)** Weight of both testes in 7-week *Mgat2*[F/F] and *Mgat2* cKO mice. **(F)** Testis to body weight ratio in the same mice. **(G)** Testis tubule diameter in the same mice. Thirty tubules from one section were measured per mouse. **(H–K)** Representative epididymis sections from 7-week *Mgat2*[F/F] and *Mgat2* cKO males stained with H&E (n = 3–4 mice per group, two sections per mouse). Scale bars **(H, I)** 50 μm; **(J, K)** 20 µm. Images of epididymides from 4-week males are shown in Supplementary Figure S3, **(L)** qRT-PCR for marker genes in cDNA of testis cell types from 22-day *Mgat2*[F/F] or *Mgat2* cKO germ cells. Histograms are mean ± SEM. Each symbol represents an individual mouse. Significance was determined by Student’s t-test (two-tailed, unpaired *p < 0.05 **p < 0.01, ****p < 0.001) or one-tailed, unpaired, (*) *p* < 0.05.

**TABLE 1:** Germ cell defects in 7-week *Mgat2*[F/F]:*Stra8*-iCre testis tubules.

*Mgat2*[F/F] *Stra8*-iCre	MNC <5 nuclei	MNC>5 nuclei	Tubules without MNC	Small vacuoles	Big vacuoles
1	13	3	17	28	5
2	16	5	18	44	8
3	10	4	20	35	3
4	13	5	12	32	11

Testis sections from four 7-week *Mgat2* cKO males were stained with H&E, and germ cell morphologies in 30 round tubules (Tub) per section were scored. *Mgat2*[F/F] sections had no MNC or vacuoles.

Testis weight was significantly reduced (Figures 3E, F), and the diameter of testis tubules was smaller (Figure 3G) in 7-week *Mgat2*[F/F]:*Stra8*-iCre males. Consistent with the germ cell defects in 7-week testis tubules of *Mgat2* cKO mice, the epididymides of 7-week mutant mice were devoid of sperm (Figures 3H–K). At 22 days, transcripts specific to round spermatids (*Dbil5*) and elongated spermatids (*Acrv1*) were greatly reduced in the *Mgat2* cKO mice (Figure 3L). Testis weight and germ cell protein content were also decreased in 22-day mutant mice (Figures 4A–C). In addition, testis tubule morphology was abnormal in 22-day *Mgat2*[F/F]:*Stra8*-iCre testes (Figures 4D–G). However, this was not the case for 15-day *Mgat2*[F/F]:*Stra8*-iCre testes. At 15 days, testes weight and protein content of germ cells were similar in *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre males (Figures 4H–J) and the morphology of 15-day *Mgat2*[F/F]:*Stra8*-iCre testis tubules was very similar to controls (Figures 4L–N). In addition, spermatogonia per testis tubule and testis diameter were similar between 15-day *Mgat2*[F/F] and *Mgat2* cKO germ cells (Table 2).

**FIGURE 4:**
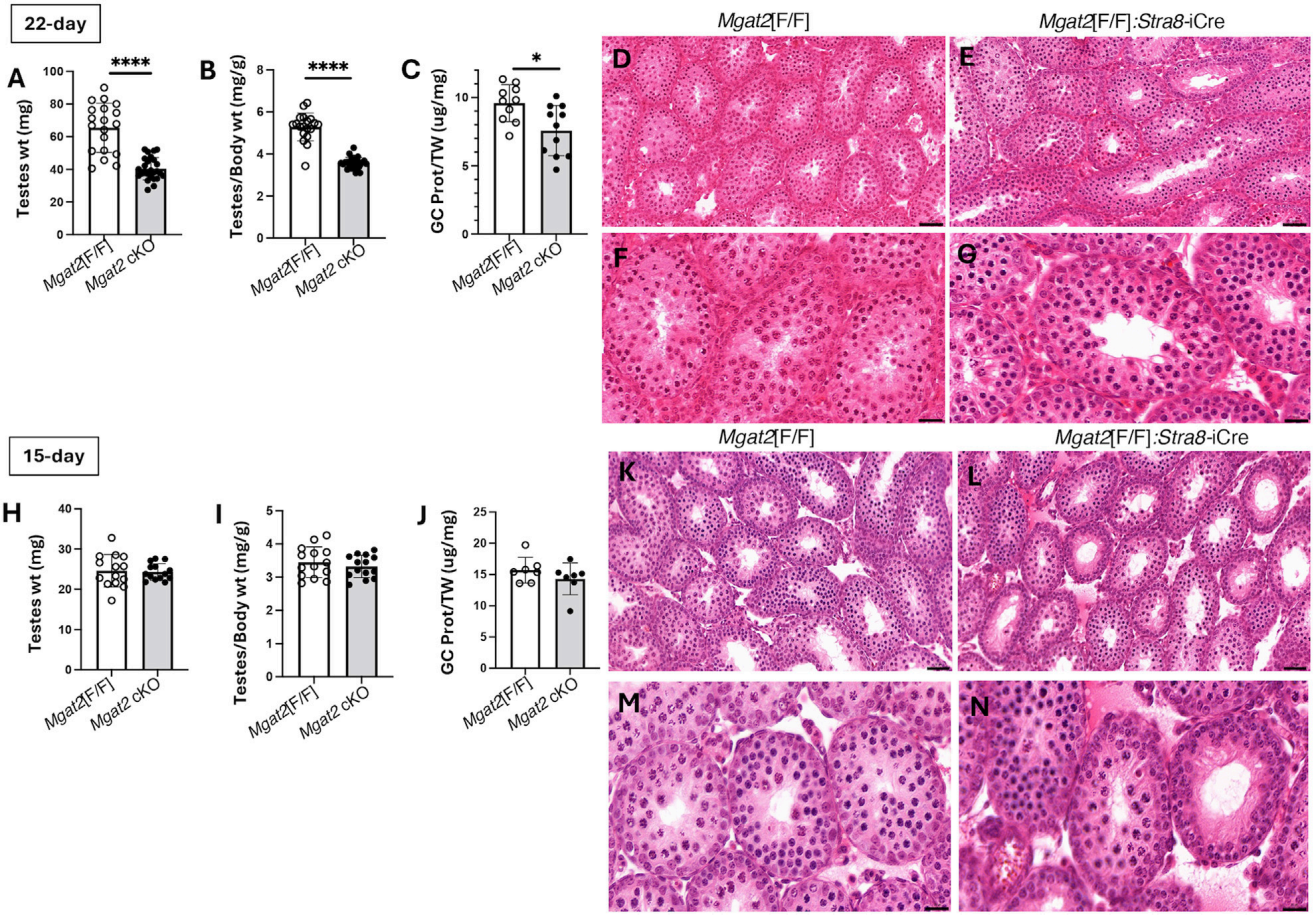
Testis morphology in prepubertal *Mgat2* cKO mice. **(A)** Testes weight in 22-day *Mgat2*[F/F] and *Mgat2* cKO male mice. **(B)** Testes to body weight ratio in the same mice. **(C)** Germ cell (GC) protein to testis weight (TW) ratio in 22-day *Mgat2*[F/F] and *Mgat2* cKO males. **(D, E)** Representative 22-day testis sections stained with H&E. Scale bars 50 µm. **(F, G)** Morphology of single tubules stained with H&E. Scale bars 20 µm. **(H)** Testes weight in 15-day *Mgat2*[F/F] and *Mgat2* cKO males. **(I)** Testes to body weight ratio in the same mice. **(J)** Germ cell protein to testis weight ratio in 15-day *Mgat2*[F/F] and *Mgat2* cKO males. **(K, L)** Representative 15-day testis sections stained with H&E. Scale bars 50 µm. **(M, N)** Morphology of single tubules stained with H&E. Scale bars 20 µm. Histograms are mean ± SEM. Each symbol represents an individual mouse. Significance was determined by Student’s t-test (two-tailed, unpaired); *p < 0.05, ****p < 0.0001.

**TABLE 2:** Spermatogonia in 15-day *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre testis tubules.

Mouse genotype	Testis diameter (µm)	Ave. No. Sg	Ave. tubule diameter (µm)
*Mgat2*[F/F]			
1	2115	28.6	99
2	2140	29.5	96
3	2115	30.5	98.5
*Mgat2*[F/F] *Stra8*-iCre			
4	2100	30.0	99
5	2065	27.4	96.8
6	2070	28.0	97.2

Testis sections from 15-day *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre males stained with H&E were scored for testis diameter, number of Sg, and average tubule diameter in 10 round tubules.

### RNA-seq reveals downregulation of genes required for spermiogenesis

Since differences between *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre testis tubules were not apparent at 15 days after birth, this stage was chosen to investigate gene expression changes due to deletion of *Mgat2* in Sg beginning at 3 days after birth (Sadate-Ngatchou et al., 2008). Immuno- and lectin histochemistry showed that 15-day testes from *Mgat2* cKO mice contain germ cells that neither express MGAT2 nor complex N-glycans (Supplementary Figure S4). 

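RNA-seq covered germ cells from 8 males at 15 days after birth, 4 *Mgat2*[F/F] controls and 4 *Mgat2*[F/F]:*Stra8*-iCre males (cKO), in which the Cre recombinase is expressed in spermatogonia. The germ cells of each mouse made 1 library, and the libraries were not stranded. The authors aligned the reads to the mouse genome GRCm39 with STAR and estimated the reads of each gene with RSEM, which divides reads that fit several transcripts between them. They deposited these expected counts and the transcripts-per-million values (TPM) for 55357 genes. Because 15.2% of the expected counts were not whole numbers, they were rounded before testing. The total of expected counts per sample ranged from 12584726 to 15907505 in controls (median 15169487.5) and from 14069373 to 15572196 in cKO (median 14744065). A signal of 3 counts, taken as the smallest a library can show, was worth 0.189 to 0.238 counts-per-million units (CPM), and this floor covers counting error only. As in the paper's methods, genes with a TPM of at least 1 in at least 1 sample were kept, which left 20187 genes, of which 14844 are protein-coding in the annotation. Normalization was by edgeR's TMM method, and genotypes were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all 20187 genes. Samples of both genotypes are numbered 1 to 4, but the paper's text pairs no mice. Results of another fit, with the replicate number as a block, are given beside those without it.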

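*Mgat2*, the targeted gene (ENSMUSG00000043998), lies on chromosome 12 of GRCm39 from 69230931 to 69233544 on the forward strand, and the annotation gives it a single exon of 2614 bp. Its rounded counts in control replicates 1 to 4 were 1028, 490, 1017 and 766. In cKO replicates 1 to 4 they were 531, 310, 539 and 226. Normalized expression of *Mgat2* was 56.4 ± 16.9 CPM (SD, n = 4) in control and 27.2 ± 10.8 CPM (SD, n = 4) in cKO germ cells, a log2 fold change of -1.05 (standard error 0.36, adjusted p = 0.47 from edgeR's quasi-likelihood test). Control replicate 2, at 31.8 CPM, was below cKO replicates 1 and 3, at 35.3 and 37.6 CPM (exact permutation test, two-sided, p = 0.086). With the replicate block, in which each cKO sample is set against the control of the same number, the log2 fold change was -1.06 (adjusted p = 0.063 from edgeR). DESeq2 moved the adjusted p of *Mgat2* most among the alternatives set beforehand, to 0.025, with a log2 fold change of -1.06. The fall was between -1.25 and -0.86 when each sample was left out in turn.
Transcripts of other genes share this region. *Rpl36al* lies on the reverse strand from 69228230 to 69231234, and 304 bp of its exons, 11.6% of the *Mgat2* exon, overlap *Mgat2*. Reads in the overlap cannot be told apart by strand, so the counts of both genes are uncertain to that extent. *Rpl36al* was at 55.8 ± 18.1 CPM (SD, n = 4) in control and 23.5 ± 8.72 CPM (SD, n = 4) in cKO germ cells, and every cKO sample was below every control sample.

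**Figure D1:**
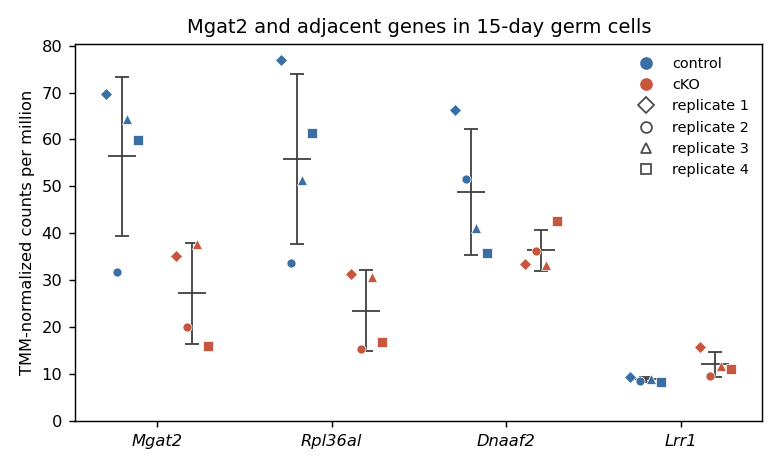
Normalized expression (CPM, vertical axis) of *Mgat2* and 3 adjacent genes in each of the 8 samples, coloured by genotype and shaped by replicate number, with the mean and SD (n = 4) as bars. *Mgat2* is between 31.8 and 69.8 CPM in control and between 16.0 and 37.6 CPM in cKO germ cells, and *Rpl36al* is lower in every cKO sample than in every control.

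**Figure D2:**
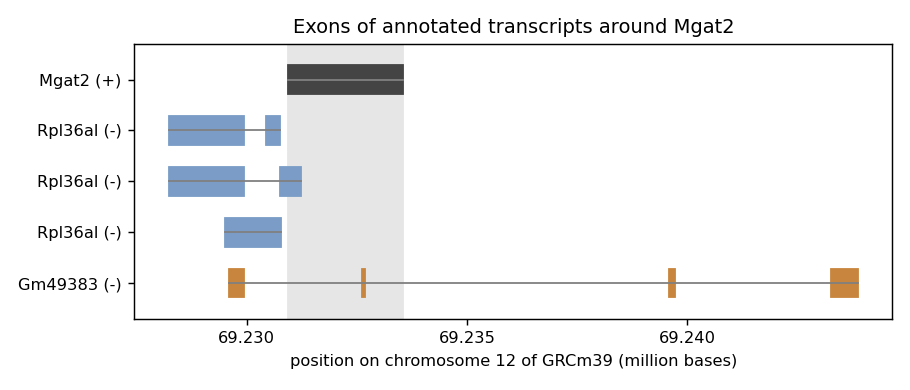
Exons (boxes) of the annotated transcripts of *Mgat2*, *Rpl36al* and *Gm49383* by position on chromosome 12 of GRCm39, with the strand in brackets and the *Mgat2* exon shaded. The *Mgat2* exon overlaps 1 exon of *Rpl36al* and holds 1 exon of *Gm49383*, both on the other strand.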

RNA from germ cells of 4 *Mgat2*[F/F] and 4 *Mgat2*[F/F]:*Stra8*-iCre 15-day males was prepared according to a protocol from Novogene (Supplementary Table S1) and sent for RNA-seq, following polyA enrichment, as described in Experimental procedures.

A Pearson correlation analysis showed high global expression similarities among the eight samples (Supplementary Figure S5). 

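Pearson's r was computed across the 20187 genes on log2(TPM + 1) for each of the 28 pairs of samples. Genes are not independent replicates, so r describes how alike 2 libraries are. The lowest r, 0.927, was between control replicate 1 and cKO replicate 4, and the highest, 0.972, between cKO replicates 2 and 4. The mean r within a genotype was 0.962, against 0.958 between genotypes. This difference of 0.0044 was smaller than the spread of r within a genotype (SD 0.0092), and 5 of the 35 ways to split the 8 samples 4 and 4 gave one as large (exact permutation test, one-sided, p = 0.143). The r between control replicate 1 and cKO replicate 1 was 0.962, and the mean between replicate 1 and the other samples of its own genotype was 0.954. On r, cKO replicate 1 was as close to control replicates 2, 3 and 4 (0.964, 0.962 and 0.961) as to control replicate 1. Among replicates 2 to 4 the mean r was 0.970 within and 0.965 between genotypes. With log2(TPM + 0.1), the setting that moved r most, the range was 0.878 to 0.930.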

Differential expression analysis identified 302 differentially expressed genes (DEGs) at the false discovery rate (FDR) < 0.05 from a total of 20,187 detected transcripts with the majority of genes downregulated in *Mgat2* 15-day germ cells. 

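Of the 20187 genes tested, 8 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and all 8 were lower in cKO germ cells. Each of the 8 was lower in every cKO sample than in every control sample. Before adjustment, 1796 genes had a p under 0.05, 1267 of them lower and 529 higher in cKO, where chance alone gives 1009. The correlation across genes of the samples' deviations from their group means averaged 0.31 over the 4 same-numbered pairs and -0.08 over the 12 differently numbered pairs. It was 0.65 for the pair of replicate 1. Among replicates 2 to 4 it averaged 0.19 over same-numbered and 0.17 over differently numbered pairs, so the numbers pair no samples beyond replicate 1. With the replicate number as a block, 1464 genes were called, 1302 lower and 162 higher in cKO germ cells. With DESeq2, 302 genes were called, 284 lower and 18 higher, and all 302 changed in the same direction in the fit with edgeR. The number called was between 0 and 32 with edgeR when each sample was left out in turn, and between 81 and 893 with DESeq2. Over all genes tested, 612 had every cKO sample below every control sample and 498 had every cKO sample above, together 5.50% of genes where chance gives 2.86%. The largest falls among the 8 called genes were in *4921527H02Rik* (log2 fold change -1.88), *Gm35339* (-1.75), *Catsperg2* (-1.60), *Gm48544* (-1.48) and *Gstt2* (-1.42).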

The heatmap in Figure 5A compares expression levels of the 245 protein-coding DEGs, confirming that the majority of genes from *Mgat2* cKO germ cells exhibited downregulation. 

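All 245 genes of the paper's list (Table S8) passed the TPM filter, and 242 of them are protein-coding in the annotation used here. In the edgeR fit 17 of the 245 were higher in cKO germ cells and the rest lower, each in the direction the paper gives. Of the 245, 181 were lower in every cKO sample than in every control sample, and 16 were higher in every cKO sample. Since these genes were chosen by the paper from the same 8 samples, this does not measure how stable they are. Unadjusted p-values of the 245 genes ran from 3.1e-06 to 0.027. After adjustment over all genes, 5 of them were under 0.05 without the block and 237 with the replicate block. The mean correlation of same-numbered deviations was 0.31, and 0.65 for replicate 1. Among replicates 2 to 4 it was 0.19, against 0.17 for differently numbered samples, so the block pairs no samples beyond replicate 1. The 5 protein-coding genes called without the block were *Catsperg2*, *Gstt2*, *Pcsk4*, *Adad2* and *Gm35339*, all lower in cKO. Over all protein-coding genes, 1278 were called with the block, 1123 lower and 155 higher.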

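Among the paper's 245 genes, the log2 fold changes of those lower in cKO germ cells ran from -0.23 to -3.70 with a median of -1.06. Of these, 129 were lower by 2-fold or more. The 17 higher genes changed less, with log2 fold changes from 0.21 to 0.90 and a median of 0.32, and 0 of them rose by 2-fold or more. The median standard error over the 245 genes was 0.25. The median control expression of the 245 genes was 29.1 CPM.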

To show the magnitude of expression changes, the data were also presented in a volcano plot, with top DEGs highlighted (Figure 5B). Interestingly, the top downregulated genes are involved in ciliary and flagellar motility and spermiogenesis (the generation of motile, functional spermatozoa), including *Catsperg2*, *Cfap58*, *Cfap221*, and *Cfap44* (Figure 5B). 

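*Catsperg2* (ENSMUSG00000049123, chromosome 7 of GRCm39, 29396644 to 29426457, reverse strand) encodes a subunit of the sperm cation channel. It was at 44.8 ± 12.1 CPM (SD, n = 4) in control and 14.8 ± 2.63 CPM (SD, n = 4) in cKO germ cells. Its log2 fold change was -1.60 (standard error 0.20, adjusted p = 0.035 from edgeR's quasi-likelihood test), and -1.57 with the replicate block (adjusted p = 5.1e-08 from edgeR). The adjacent paralog *Catsperg1*, between which and *Catsperg2* RSEM could have divided reads, fell by 1.01 on the log2 scale.
*Cfap58* (chromosome 19, 47926114 to 48023826), *Cfap221* (chromosome 1, 119851071 to 119925154) and *Cfap44* (chromosome 16, 44215138 to 44302791) encode cilia and flagella associated proteins. *Cfap58* had 98, 23, 20 and 8 counts in control replicates 1 to 4 and 9, 0, 2 and 0 in the cKO replicates, of which 3 are at or under the floor of 3 counts. *Cfap221* had 115, 29, 47 and 18 counts in control and 11, 8, 0 and 0 in cKO samples, and *Cfap44* had 398, 107, 178 and 66 against 70, 17, 27 and 8. Their log2 fold changes were -3.70 (standard error 1.12) for *Cfap58*, -3.44 (standard error 0.98) for *Cfap221* and -2.61 (standard error 0.78) for *Cfap44*. After normalization every cKO sample was below every control sample in all 3 genes, in *Cfap58* by as little as 0.597 CPM in cKO replicate 1 against 0.625 CPM in control replicate 4. The adjusted p-values of edgeR were 0.42, 0.40 and 0.44 without the block and 3.1e-05, 6.0e-04 and 4.2e-10 with the replicate block. In each gene replicate 1 was the highest sample of its genotype.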

The top 20 protein-coding genes were downregulated by a maximum of ∼14-fold (Supplementary Table S2). 

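The 20 genes of Table S2 were all tested, and 19 of them fell in cKO germ cells. The exception is the entry the table lists as *Ccdc41*, centrosomal protein 83. *Cep83* was at 140.4 ± 11.5 CPM (SD, n = 4) in control and 142 ± 4.13 CPM (SD, n = 4) in cKO germ cells, a log2 fold change of 0.02 (standard error 0.07, adjusted p = 0.96 from edgeR). Over the 20 genes the median log2 fold change was -2.29, and *Cfap58* had the largest fall, 13.0-fold. In 17 of the 20 every cKO sample was below every control sample. The largest control expression was in *Piwil1*, at 332 ± 217 CPM (SD, n = 4) against 80.3 ± 50.4 CPM (SD, n = 4) in cKO germ cells. Its counts were 9508, 3179, 4895 and 2157 in control replicates 1 to 4 and 2331, 900, 930 and 613 in the cKO replicates. After adjustment over all genes, 0 of the 20 were called by edgeR without the block, though 19 had an unadjusted p under 0.05. Both the replicate block and DESeq2 led to 19 calls. The paper chose these genes from the same 8 samples, so the calls are no independent test of them. *Igsf21* was at 3 counts or fewer in 3 cKO samples, so its 6.83-fold fall rests on few reads.

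**Figure D3:**
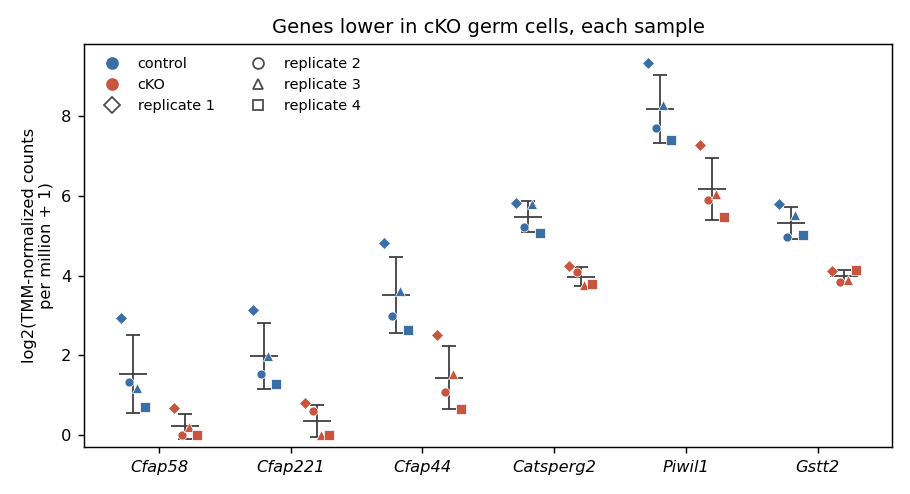
Expression of 6 genes in each sample as log2(CPM + 1), coloured by genotype and shaped by replicate number, with mean and SD (n = 4) of the log2 values as bars. In *Piwil1* and the 3 *Cfap* genes the spread within a genotype is wide and replicate 1 is highest in both genotypes, while in *Catsperg2* and *Gstt2* the samples of each genotype lie closer together.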

The top 10 most significantly downregulated genes are given in Supplementary Table S3. 

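All 10 genes of Table S3, which the paper chose from these same samples, were lower in every cKO sample than in every control sample. In the edgeR fit without the block 4 of them passed an adjusted p of 0.05, *Catsperg2*, *Pcsk4*, *Gstt2* and *Adad2*. *Pcsk4* was at 19.9 ± 3.85 CPM (SD, n = 4) in control and 7.76 ± 0.762 CPM (SD, n = 4) in cKO germ cells, a log2 fold change of -1.36 (standard error 0.17, adjusted p = 0.035 from edgeR). *Gstt2*, which has the paralog *Gstt3*, was at 40.2 ± 11.4 and 15.0 ± 1.70 CPM (SD, n = 4 each). *Adad2* fell from 40.5 ± 7.25 to 20.4 ± 2.11 CPM (SD, n = 4 each), the smallest change of the 10 at a log2 fold change of -0.99. The adjusted p-values of edgeR were 0.054 for *Ptpn20*, 0.064 for *Mapk15*, 0.072 for *Cfap74*, 0.085 for *Lrrc71*, 0.21 for *Ccdc39* and 0.23 for *Tmem30c*. Of the 10, 9 were called with the replicate block. *Ccdc39* was not, with an adjusted p of 0.094 and a log2 fold change of -1.44. In some fits with a sample left out all 4 called genes were no longer called, and the highest adjusted p of *Catsperg2* from edgeR in these was 0.26.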

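*Galm* (ENSMUSG00000035473, chromosome 17 of GRCm39, 80434877 to 80492531, forward strand) had 28, 47, 55 and 41 counts in control replicates 1 to 4 and 97, 77, 80 and 66 in the cKO replicates. Normalized expression of *Galm* was 2.91 ± 0.693 CPM (SD, n = 4) in control and 5.42 ± 0.775 CPM (SD, n = 4) in cKO germ cells, a 1.86-fold rise (log2 fold change 0.90, standard error 0.24, adjusted p = 0.32 from edgeR's quasi-likelihood test). *Lars2* (ENSMUSG00000035202, chromosome 9, 123195952 to 123291731, forward strand) is expressed far higher, at 1026 ± 61.9 CPM (SD, n = 4) in control and 1627 ± 229 CPM (SD, n = 4) in cKO germ cells. It rose 1.59-fold (log2 fold change 0.66, standard error 0.10, adjusted p = 0.051 from edgeR). In both genes every cKO sample was above every control sample. The log2 fold changes with the replicate block were 0.91 for *Galm* (adjusted p = 0.018 from edgeR) and 0.66 for *Lars2* (adjusted p = 3.2e-06 from edgeR), and DESeq2 called both as well, with adjusted p-values of 0.048 and 3.4e-06. *Rn18s-rs5*, a copy of a ribosomal RNA gene that had the most counts in 7 of the 8 libraries (2.06% to 3.30% of the total), also rose in every cKO sample. Its log2 fold change was 0.48 (standard error 0.08, adjusted p = 0.081 from edgeR), and it was called by DESeq2 and with the replicate block.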

The most upregulated gene with a known function in *Mgat2* cKO germ cells was *Galm* (a galactose mutarotase) at 1.9-fold, followed by *Lars2* (mitochondrial leucyl-tRNA synthetase) at 1.6-fold (Figure 5B). Overall, there were only 17 upregulated protein-coding genes.

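In the edgeR fit without the block, 0 protein-coding genes were called higher in cKO germ cells, although 485 had an unadjusted p under 0.05, against 975 lower. DESeq2 called 16 higher and 226 lower. With the replicate block 155 were called higher and 1123 lower. The mean correlation of same-numbered deviations was 0.31, from 0.65 for replicate 1 and a mean of 0.19 among replicates 2 to 4. The block thus pairs no samples beyond replicate 1. *Nrcam*, among the paper's higher genes, was at 27.1 ± 0.982 CPM (SD, n = 4) in control and 38.2 ± 5.04 CPM (SD, n = 4) in cKO germ cells. Its log2 fold change was 0.49 (standard error 0.11), with an adjusted p of 0.23 from edgeR without the block and 0.0016 with it.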

**FIGURE 5:**
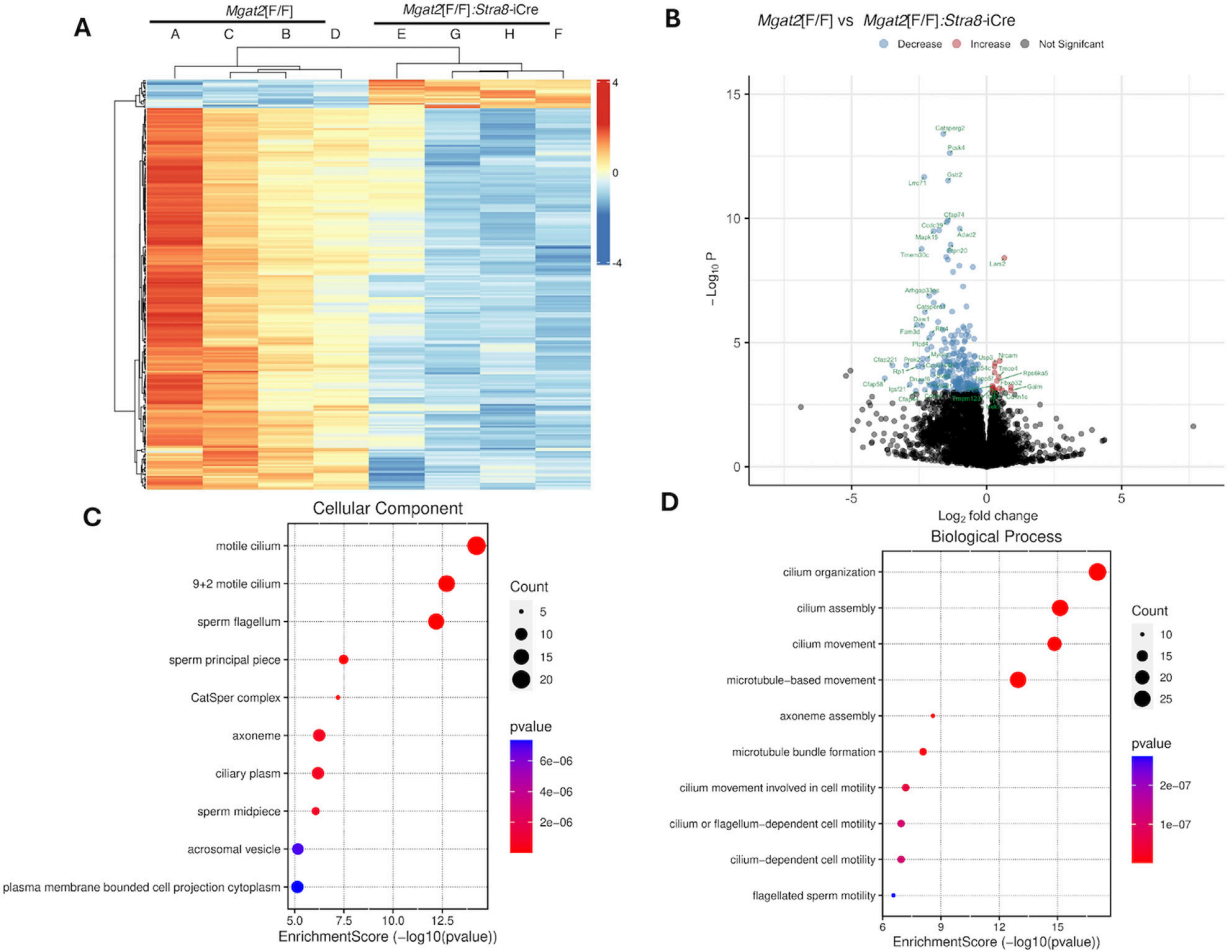
RNA-seq of 15-day *Mgat2*[F/F] and *Mgat2* cKO germ cell RNA. **(A)** Heatmap of protein-coding DEGs at *P*adj < 0.05. **(B)** Volcano plot of the same protein-coding DEGs. **(C)** SRPLOT dot plot of enrichment analysis for GO: Cellular Component. **(D)** SRPLOT dot plot of enrichment analysis for GO: Biological Process.

*Mgat2*[F/F] *versus Mgat2*[F/F]:*Stra8*-iCre DEGs were examined by gene ontology (GO) pathway enrichment analysis. 

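The gene ontology annotation was not used here. Families of genes were instead defined by the prefix of their symbols before the data were examined, 10 of them with known parts of cilia and flagella, 5 of germ cell genes and 5 of other genes such as ribosomal proteins. Each family was compared with all other genes by limma's camera test with a preset correlation between genes of 0.01, and the p-values were adjusted over the families. Of the 226 protein-coding genes that DESeq2 called lower, 19 are members of the cilium and flagellum families, 8.41% against 0.707% of the 14844 protein-coding genes tested (Fisher's exact test, p = 1.6e-15). Among the 16 called higher 0 are members. Of the 1123 genes called lower by edgeR with the replicate block, 66 are members (5.88%, Fisher's exact test, p = 9.3e-48). Fisher's test treats genes as independent, which genes of one process are not.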

The top 245 protein-coding DEGs were compared by overrepresentation analysis and pathways plotted using SRPLOT (Tang et al., 2023). 

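Of the tested members of the cilium and flagellum families, 96.2% were lower in cKO germ cells, with a median log2 fold change of -0.90 (adjusted p = 7.1e-38 from limma's camera test, over all 8 samples). With the replicate block 95.2% were lower, with a median of -0.83, and 66 were called (adjusted p = 6.2e-75 from limma's camera test). The mean correlation of same-numbered deviations was 0.31, from 0.65 for replicate 1 and a mean of 0.19 among replicates 2 to 4. The block thus pairs no samples beyond replicate 1. All 8 tested genes of the Catsper family were lower, with a median log2 fold change of -1.78 (adjusted p = 1.4e-20 from limma's camera test). With the block the median was -1.80 and 7 of the 8 were called. The Catsper family includes *Catsperg1* and *Catsperg2*, and *Catspere1* and *Catspere2*, which are pairs of paralogs whose reads RSEM could have divided. The log2 fold change of *Catspere1* was -2.28 and that of *Catspere2* was -1.43. The dynein heavy chains (Dnah) had a median of -1.53 with all 11 lower, the tektins (Tekt) a median of -1.31 with all 5 lower, and the Cfap genes a median of -1.26 with 32 of 33 lower. The ribosomal protein genes, by contrast, had a median of 0.05, and 58 of 85 were higher. This small rise also passed the threshold (adjusted p = 0.022 from limma's camera test, and 0.030 with the block). With a sample left out the adjusted p of limma's camera test for these genes rose to 0.80. The median of the cilium and flagellum families as a whole was between -0.91 and -0.68 over the other settings. It was between -1.17 and -0.52 when each sample was left out in turn. Single families moved more, and the tektin median was then between -1.53 and -0.63 (adjusted p up to 0.088 from limma's camera test).

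**Figure D4:**
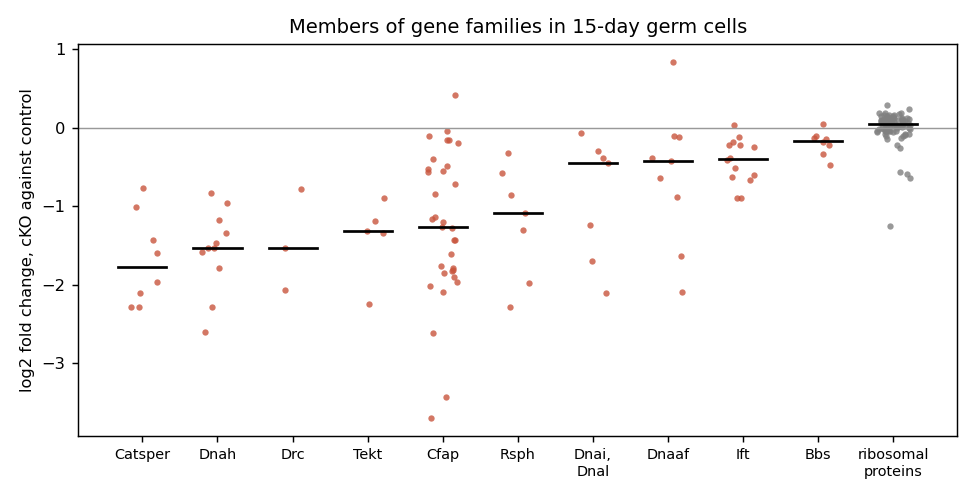
Log2 fold change (cKO against control, edgeR) of every tested member of 10 cilium and flagellum families and of the ribosomal protein genes, each point a gene, with the family median as a line. The medians run from -1.78 for Catsper to -0.16 for Bbs, while the ribosomal protein genes centre on 0.05.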

The top cellular component GO terms affected by the removal of *Mgat2* were motile cilium, sperm flagellum, and the CatSper complex, the cation channel of sperm necessary for sperm motility (Figure 5C). The top biological process GO terms affected in *Mgat2* cKO germ cells were cilium assembly, organization, and movement (Figure 5D). Thus, the most downregulated pathways in *Mgat2* cKO germ cells at 15 days after birth are involved in spermiogenesis, a process which pertains to the formation of sperm that begin to appear in the mouse testis lumen ∼40 days after birth (Montoto et al., 2012).

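The families fell to different extents. The intraflagellar transport genes (Ift) had a median log2 fold change of -0.40 with 13 of 14 lower (adjusted p = 2.2e-07 from limma's camera test), and the dynein assembly factors (Dnaaf) a median of -0.42 with 8 of 9 lower (adjusted p = 6.7e-04). The Bardet-Biedl genes (Bbs) had a median of -0.16 (adjusted p = 0.022 from limma's camera test). These p-values rest on the preset correlation between genes. With the correlation estimated from the samples, Ift, Dnaaf and Bbs each had an adjusted p of 0.24 in limma's camera test. Among the families of the axoneme, the dynein intermediate and light chains (Dnai and Dnal) had a median of -0.45 with all 7 lower. The radial spoke genes (Rsph) had a median of -1.08 with all 7 lower, and the dynein regulatory complex genes (Drc) a median of -1.53 with all 3 lower. These medians moved with a sample left out, from -0.97 to -0.14 for Dnai and Dnal, -1.26 to -0.46 for Rsph and -2.63 to -0.74 for Drc. In the fit with the replicate block 8 of the Ift genes, 4 of the Rsph genes and 3 of the Drc genes were called, and the Bbs family was no longer past the threshold (adjusted p = 0.12 from limma's camera test).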

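Genes that mark the stages of spermatogenesis were listed before the data were examined. Of 20 genes of pachytene spermatocytes, 18 were lower in cKO germ cells with a median log2 fold change of -1.08 (adjusted p = 2.4e-10 from limma's camera test). With the replicate block the median was -0.92 (adjusted p = 1.9e-61 from limma's camera test). With a sample left out it was between -1.46 and -0.50, the smallest fall being without control replicate 1 (adjusted p up to 4.8e-06 from limma's camera test). Of 8 tested round spermatid genes 7 were lower, with a median of -0.45 (adjusted p = 0.031 from limma's camera test, 0.011 with the block, between 0.011 and 0.24 over all other settings and up to 0.11 with a sample left out). The 19 leptotene and zygotene genes had a median of -0.09 (adjusted p = 0.42 from limma's camera test). All 12 spermatogonia genes were higher, with a median of 0.20 (adjusted p = 3.2e-04 from limma's camera test, 0.0017 with the block, and up to 0.071 with a sample left out). Compared mouse by mouse, as the mean log2(TPM + 1) of a set, the pachytene score was 5.03 ± 0.619 (SD, n = 4) in control and 4.08 ± 0.498 (SD, n = 4) in cKO germ cells, and cKO replicate 1, at 4.82, was above control replicates 2 and 4 (exact permutation test, two-sided, p = 0.086, adjusted over 11 sets 0.47). The round spermatid score was 2.33 ± 0.447 and 1.73 ± 0.288 (SD, n = 4 each, exact permutation test, two-sided, p = 0.057, adjusted over 11 sets 0.47). The spermatogonia score was 5.07 ± 0.175 and 5.32 ± 0.228 (SD, n = 4 each, exact permutation test, two-sided, p = 0.20). From the cilium, flagellum and CatSper terms found for its protein-coding DEGs, the paper draws a conclusion about pathways. It concludes that those that fell most in 15-day *Mgat2* cKO germ cells are pathways of spermiogenesis. It also points out that sperm reach the lumen of the tubules only weeks later.

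**Figure D5:**
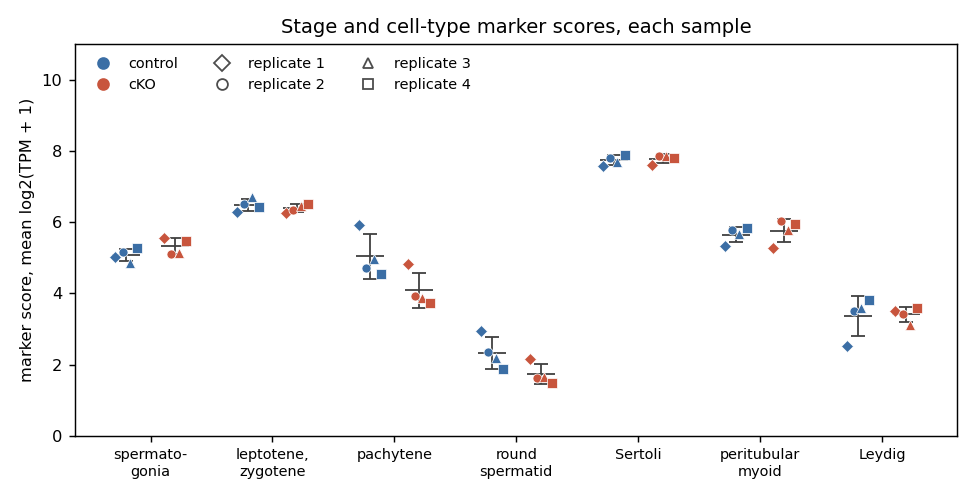
Marker scores, the mean log2(TPM + 1) of each set, in each of the 8 samples, coloured by genotype and shaped by replicate number, with mean and SD (n = 4) as bars. The pachytene score is 5.03 in control and 4.08 in cKO germ cells on average, replicate 1 is the highest sample of each genotype there, and the Sertoli scores lie between 7.57 and 7.88 in all samples.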

We also performed gene set enrichment analysis (GSEA) to identify mouse gene sets significantly enriched in the up- and downregulated genes between *Mgat2*[F/F] and *Mgat2* cKO germ cells, using the HALLMARK GSEA collection (Figure 6A). The most significant gene set is HALLMARK_SPERMATOGENESIS with a normalized enrichment score (NES) of 2.13 (Figure 6B). 

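The members of this gene set were not used here. Among families of germ cell genes, the Tdrd genes, which act in spermatocytes, had a median log2 fold change of -0.70 with all 7 lower (adjusted p = 5.3e-09 from limma's camera test, and 7.5e-20 with the replicate block). The Spata genes had a median of -0.15 with 15 of 23 lower (adjusted p = 0.022 from limma's camera test). With the block their median was -0.085 with 13 of 23 lower (adjusted p = 1.4e-04), and with a sample left out it was between -0.66 and -0.06. The Syce and Sycp genes had a median of -0.31 (adjusted p = 0.036, and 0.090 with the block). With a sample left out the adjusted p of limma's camera test rose to 0.16 for the Spata genes and 0.14 for the Syce and Sycp genes. The Tex and Adam genes showed no shift past the threshold without the block, with adjusted p-values of 0.997 and 0.12 from limma's camera test. In the fit with the block the Adam genes passed it, with a median of -0.15, 6 of 20 called and an adjusted p of 3.0e-06, and the Tex genes did not (adjusted p = 0.65 from limma's camera test).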

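The camera test with a preset correlation assumes that genes of a family vary together only slightly between mice. When the correlation between genes was estimated from the 8 samples, the cilium and flagellum families as a whole had an adjusted p of 0.18 and the Catsper family of 0.11 (limma's camera test), with medians unchanged at -0.90 and -1.78. Limma's fry test, which rotates the residuals of the samples and asks whether the family itself changed, gave adjusted p-values of 0.11 and 0.080. Catsper had the lowest adjusted p in both tests, so no family passed the threshold in either. For the Tdrd genes the values were 0.18 from limma's camera test and 0.11 from limma's fry test. Fry with the replicate block was added after the data were seen. The adjusted p of limma's fry test was then 0.014 for the cilium and flagellum families as a whole, for Catsper and for Tdrd.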

Other gene sets of high significance were found in the mouse GOBP c5 collection and are related to cilium, flagellar, and sperm movement (Figures 6C–E).

**FIGURE 6:**
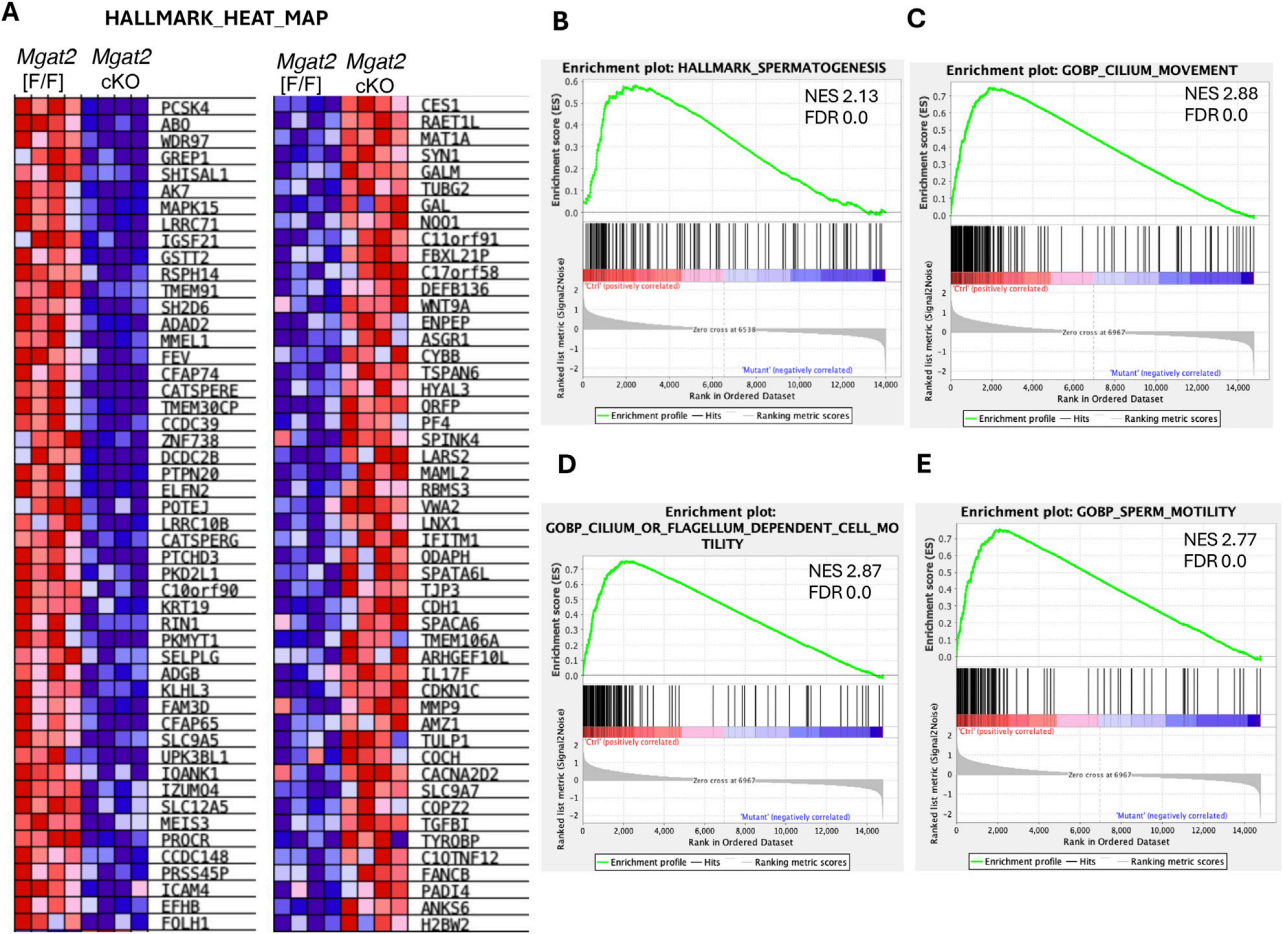
GSEA of protein-coding DEGs. **(A)** Heatmap of up- and downregulated genes in 15-day *Mgat2*[F/F] and *Mgat2* cKO germ cells from the mouse HALLMARK collection of gene sets. **(B)** Top gene set determined by GSEA in the HALLMARK collection. **(C–E)** Top three gene sets determined by GSEA of the Gene Ontology biological process (GOBP) mouse c5 collection.

To gain insights into potential signaling pathways affected in *Mgat2* cKO germ cells, we performed ingenuity pathway analysis (IPA) using the 245 protein-coding DEGs. Downstream effects analysis in the category organismal injury and abnormalities predicted an increase in sperm disorder (Z-score 2.96, overlap *p*-value 4.2E-05), infertility condition (Z-score 2.00, overlap *p*-value 5.04E-05), and azoospermia or oligospermia (Z-score 3.00, overlap *p*-value 1.07E-02). In the cell death and survival category, apoptosis of male germ cells was predicted to increase (Z-score 2.00, overlap *p*-value 3.76E-02).

To map biological relationships of *Mgat2* DEGs to the published information in IPA, network analysis was performed. From an analysis using four parameters (log ratio, log_2_fc, *p*-value < 0.05, and *P*adj value < 0.05), Network 2 with 35 molecules, a score of 30 and 17 focus molecules predicted AKT1 to have increased activity (Figure 7A, Supplementary Table S4). 

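Of the genes in Table S4, 25 were tested, and 19 of them were lower in cKO germ cells. By the legend of that table, arrows of molecules not in bold give a direction of activity and not of transcripts. DESeq2 called 16, and edgeR 1 without the block (*Gstt2*) and 16 with the replicate block, all of them lower. Before adjustment, 18 had a p under 0.05 in edgeR's test. *Akt1* itself was at 122 ± 14.0 CPM (SD, n = 4) in control and 129 ± 10.8 CPM (SD, n = 4) in cKO germ cells. Its log2 fold change was 0.08 (standard error 0.09, adjusted p = 0.83 from edgeR), a difference smaller than the spread between mice. Transcript level does not measure the activity of a kinase, which the paper tested by Western blot of phosphorylated and total protein.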

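For the genes that Tables S5 and S6 list as changed, 29 and 23 were tested. Of the 29, 27 were lower in cKO germ cells with a median log2 fold change over the list of -0.74, and of the 23, 22 were lower with a median of -0.71. DESeq2 called 27 of the 29 and all 23. The 2 it did not call are the genes taken beforehand for RAP1 (*Rap1a*) and FCGR2A (*Fcgr2b*), and the paper's list holds *Fcgr3* for the latter. Without the block edgeR called 0 of either list, though 28 and 23 had an unadjusted p under 0.05, and with the replicate block it called 28 and 23. The paper drew the networks of Tables S4 to S6 from genes it called in the same 8 samples. These counts therefore do not measure how stable the genes are. The genes called higher with the block were *Rap1a*, from 50.3 ± 5.22 to 60.3 ± 3.42 CPM (SD, n = 4 each), and *Fbxo32*, from 26.6 ± 3.13 to 37.1 ± 4.87 CPM (SD, n = 4 each). *Mapk3* (ERK1) had a log2 fold change of 0.10 (standard error 0.06, adjusted p = 0.65 from edgeR). As with *Akt1*, this is the level of the transcript and not the activity of the kinase.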

When only *P*adj < 0.05 was used as a parameter, Network 1 with a score of 65 and 30 focus molecules identified ERK1/2 as a focal point with no prediction of activity (Figure 7B, Supplementary Table S5); Network 2 with a score of 45 and 23 focus molecules identified a central role for AKT with no prediction of up or down activity (Figure 7C, Supplementary Table S6).

**FIGURE 7:**
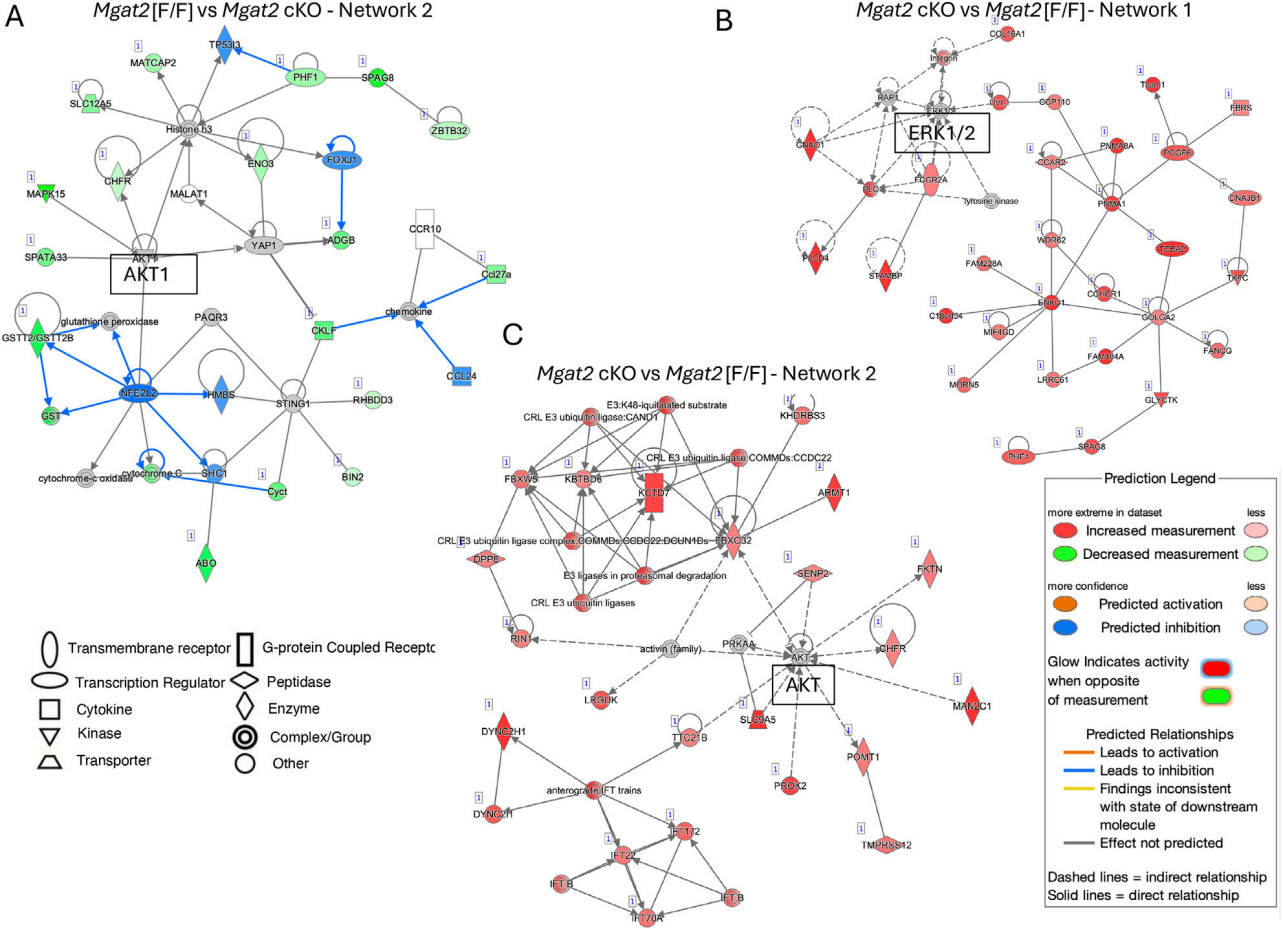
Pathway enrichment analysis by IPA. **(A)** Network 2 in the IPA analysis of 20,167 mapped IDs. *Mgat2*[F/F] vs. *Mgat2* cKO germ cell DEGs using Expr log ratio, Expr fold-change, Expr *p* < 0.05, and *P*adj < 0.05. **(B)** Network 1 in the IPA analysis of 20,167 mapped IDs. *Mgat2*[F/F] vs. *Mgat2* cKO germ cell DEGs using only *P*adj < 0.05. **(C)** Network 2 for the IPA analysis described in **(B)**.

To validate predicted changes of AKT and ERK1/2 from our RNA-seq results, we analyzed AKT and ERK1/2 signaling in 22-day and 15-day germ cell lysates by Western analysis. Levels of pAKT in relation to total AKT were significantly increased, revealing activation of AKT signaling in 22-day *Mgat2* cKO germ cells (Figure 8A and Supplementary Figure S6). Similarly, activation of ERK1 and ERK2 signaling was observed in the same *Mgat2* cKO germ cell extracts at both 22 days and also at 15 days after birth (Figures 8B, C, Supplementary Figures S7, S8). Therefore, loss of MGAT2 in developing male germ cells caused an activation of both AKT and ERK signaling.

**FIGURE 8:**
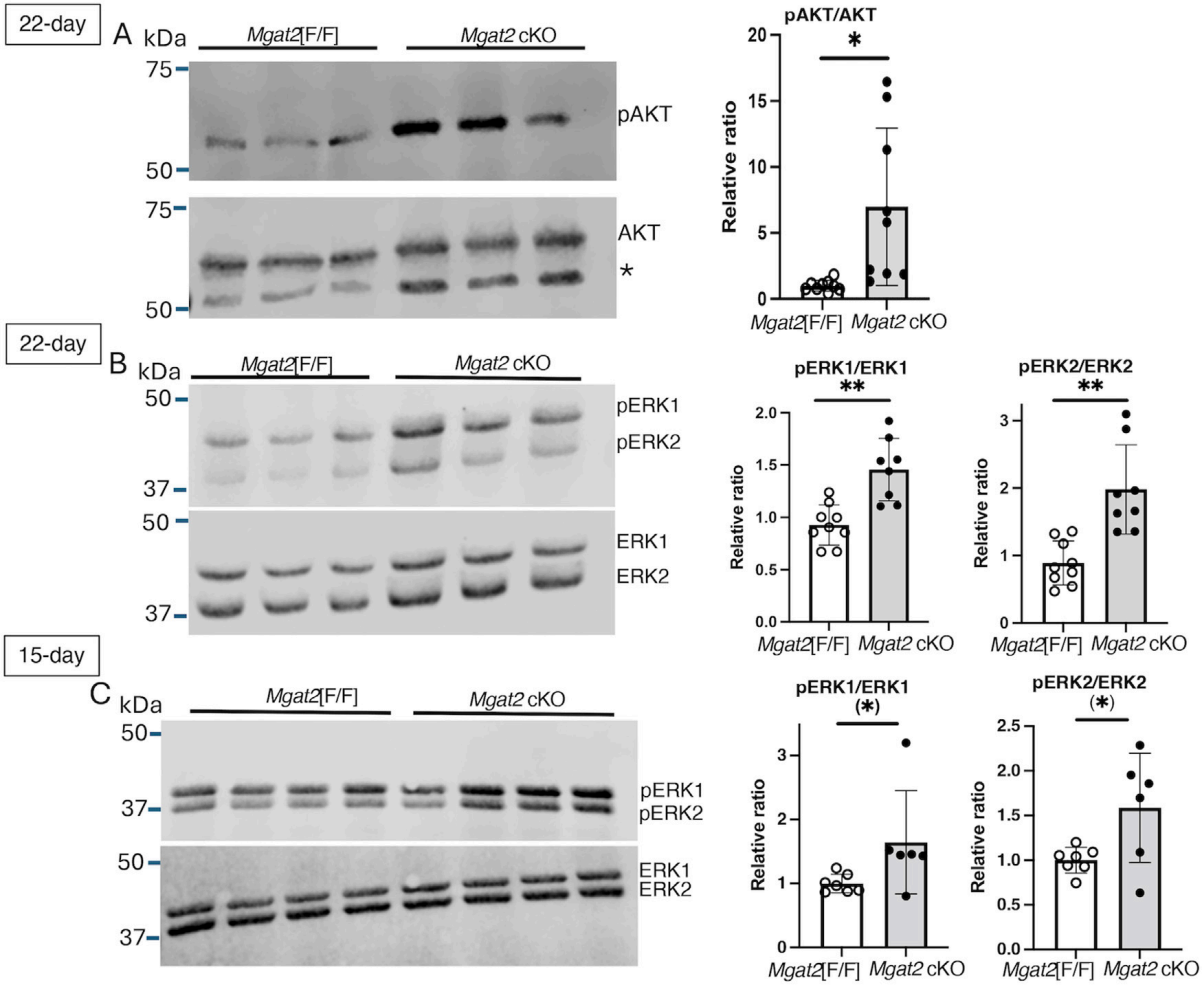
AKT and ERK signaling in *Mgat2* cKO germ cells. Germ cell lysates were prepared from 22-day or 15-day control and *Mgat2* cKO males. **(A)** Western blots of pAKT and AKT in 22-day *Mgat2*[F/F] or *Mgat2* cKO germ cell lysates. The star designates a non-specific band consistently detected with the Ab to AKT. Histograms at right show the relative ratio of pAKT:AKT in independent lysates. **(B)** Western blots of phosphorylated and total ERK1 and ERK2 in *Mgat2*[F/F] or *Mgat2* cKO germ cell lysates and histograms showing the relative ratio of pERK1/2:ERK1/2 in 22-day germ cells. **(C)** Western blots of phosphorylated and total ERK1 and ERK2 in *Mgat2*[F/F] or *Mgat2* cKO germ cell lysates and histograms showing the relative ratio of pERK1/2:ERK1/2 in 15-day germ cells. Histograms are mean ± SEM. Each symbol represents the lysate from an individual male. Significance was determined by Student’s t-test (two-tailed, unpaired), *p < 0.05, **p < 0.01 or one-tailed, unpaired *t*-test (*) *p* < 0.05.

## Discussion

Roles for glycans in mammalian spermatogenesis have been identified in many engineered mouse models (Fukuda and Akama, 2003b; Akintayo and Stanley, 2019). However, a large number of “testis-specific” genes, so termed because they are primarily or only expressed in testis, are not essential for spermatogenesis in the mouse (Miyata et al., 2016; Akintayo et al., 2020). The first mouse lacking complex N-glycans in male germ cells carried a global deletion of *Man2a2* (Figure 1B) (Fukuda and Akama, 2002; Fukuda and Akama, 2003a). *Man2a2*-null males are produced in low numbers and are infertile. Testis size and germ cell numbers are reduced; germ cells are widely separated and prematurely released from Sertoli cells, and MNCs form between germ cells. The second mouse reported to lack complex N-glycans was a conditional knockout of *Mgat1* in spermatogonia (Batista et al., 2012). Germ cells conditionally null for *Mgat1* appear morphologically normal, but spermatids fuse to form MNC. *Mgat1*[−/−] germ cells at 22 days have reduced ERK1/2 signaling (Biswas et al., 2018; Biswas et al., 2023). In the case of *Mgat2* null germ cells reported here, the spermatogenic phenotype was more similar to males lacking MAN2A2 in having reduced testis size and germ cell numbers. By contrast, however, few MNCs were formed per tubule and germ cells were not widely separated in *Mgat2* cKO males. Thus, the defective spermatogenesis phenotype differed in germ cells lacking MGAT2 *versus* those lacking MAN2A2 or MGAT1. For this reason, the mechanistic basis of their respective defects could not be ascribed solely to a unified mechanism related to a lack of complex N-glycans on germ cell glycoproteins. It seems more likely that the different immature N-glycans accumulated in each model lead to differently dysregulated signaling in germ cells—inhibition (MGAT1) *versus* activation (MGAT2) of growth factor receptor signaling in male germ cells. Substantial experimental work would be required to determine the molecular origins of the *Mgat2* null germ cell phenotype, including the molecular basis of MNC formation. We speculate that the different hybrid N-glycans generated in the respective mutant germ cells may be responsible for the different spermatogenic defects observed and that MNC formation may be a stochastic event.

MGAT2 transfers GlcNAc to the GlcNAc_1_Man_3_GlcNAc_2_Asn hybrid N-glycan generated by the actions of MGAT1 and MAN2A2 to form biantennary N-glycan GlcNAc_2_Man_3_GlcNAc_2_Asn (Figure 1B). If MGAT2 is absent, the single GlcNAc added by MGAT1 may be extended by Gal and GlcNAc transferases to form pLN, and this has been found to occur in mutant cells and tissues (Wang et al., 2001; Mortales et al., 2020a; Mortales et al., 2020b). The consequence of extension with pLN is to partially, or almost completely, rescue phenotypic effects of deleting *Mgat2*. For example, in *Mgat2* cKO T (Mkhikian et al., 2016) or B cells (Mortales et al., 2020a), the hybrid N-glycan generated is extended to form pLN (detected by L-PHA binding), resulting in developmental defects being greatly ameliorated. However, due to the absence of L-PHA binding by *Mgat2* cKO germ cells and the severe effects of the loss of MGAT2 in germ cells, it can be concluded that pLN was not generated in *Mgat2* cKO germ cells, despite the absence of N-glycan structural data. In addition, transcripts for the glycosyltransferases that can generate pLN were not significantly increased in *Mgat2* cKO germ cells (see Figure 5 and RNA-seq data). 

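Of 14 genes for enzymes that can add or extend poly-N-acetyllactosamine, 13 passed the TPM filter and *B3gnt3* did not. None of the 13 was called by edgeR, with or without the replicate block, or by DESeq2, and adjusting over these 13 genes alone also left 0 called. The lowest adjusted p was 0.52, in *B3gnt4*, which fell from 2.83 ± 1.39 to 1.45 ± 0.586 CPM (SD, n = 4 each) and was the 1 gene of the 13 with an unadjusted p under 0.05. The largest rise was in *B3gnt7*, from 1.56 ± 0.332 to 2.12 ± 0.580 CPM (SD, n = 4 each), a log2 fold change of 0.44 (standard error 0.32, adjusted p = 0.70 from edgeR). The median log2 fold change of the 13 was -0.02, and 5 of them were higher.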

Finally, and strikingly, the phenotype of *Mgat2* cKO germ cells was quite different from germ cells lacking MGAT1 or MAN2A2. Loss of MGAT2 gave a more severe inhibition of spermatogenesis that arose earlier in spermatogenesis before the appearance of spermatids. It also involved reduced germ cell numbers and markedly reduced the testis tubule diameter. Thus, we hypothesize that the truncated hybrid N-glycan formed on glycoproteins in *Mgat2* cKO germ cells provides the basis of inhibited spermatogenesis. Similarly, the blocked spermatogenesis in *Mgat1* cKO germ cells and *Man2a2* KO mice might arise from the respective immature N-glycan that accumulates on glycoproteins in those mutant germ cells. Notably, the accumulation of the Man_5_GlcNAc_2_Asn substrate of MGAT1 correlates with reduced ERK1/2 signaling in 22-day germ cells, and this is accompanied by reduced *Pdgfra* transcripts (Biswas et al., 2018; 2023). By contrast, the accumulation of the GlcNAc_1_Man_3_GlcNAc_2_Asn substrate of MGAT2 was accompanied by an increase in ERK1/2 signaling and an increase in AKT signaling (Figure 8). This upregulation of signaling pathways that normally leads to cell proliferation may be a stress response of germ cells lacking MGAT2, which are predicted to be progressing toward apoptosis. 

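Of 50 growth factor receptor genes listed before the data were examined, 43 passed the TPM filter. Without the block edgeR called 0 of them, and DESeq2 called 0, while 2 of the 43 had an unadjusted p under 0.05 in edgeR's test. The mean correlation of same-numbered deviations was 0.31, from 0.65 for replicate 1 and a mean of 0.19 among replicates 2 to 4. The replicate block thus pairs no samples beyond replicate 1. With it, *Pdgfra* was called. It was at 67.1 ± 13.7 CPM (SD, n = 4) in control and 84.1 ± 14.0 CPM (SD, n = 4) in cKO germ cells, a log2 fold change of 0.33 without the block (standard error 0.16, adjusted p = 0.60 from edgeR) and 0.33 with it (adjusted p = 0.0026 from edgeR). *Csf1r* had the largest rise, a log2 fold change of 0.59 (adjusted p = 0.47 from edgeR, 0.053 with the block, and between 0.048 and 0.59 over all other settings of edgeR, DESeq2 and limma). With 1 surrogate variable 3 of the 43 were called, *Csf1r* among them. *Csf1r* is also in the macrophage marker set used here. Its highest count, 224, was in cKO replicate 1, which had the highest macrophage score of the 8 samples, 3.18. A larger share of macrophages there cannot be told apart from a rise in germ cells. As a set, the 43 genes had a median log2 fold change of 0.10, with 30 higher (adjusted p = 0.038 from limma's camera test, and 0.033 with the block). Over the other settings this adjusted p was between 0.022 and 0.11, and it rose to 0.22 with a sample left out, so the set was not past the threshold in all of them. Among 10 tested Eph receptor genes, *Epha10* fell from 4.62 ± 3.71 to 1.24 ± 0.644 CPM (SD, n = 4 each), with adjusted p-values of 0.39 from edgeR, 2.0e-04 from edgeR with the block and 0.042 from DESeq2.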

Importantly, no significant change in expression of a growth factor receptor was observed amongst the DEGs, indicating no particular avenue to pursue to discover a mechanistic basis for upregulated ERK and AKT signaling in *Mgat2* cKO germ cells. Nevertheless, MGAT2 might prove to be a good candidate for inhibition by a small molecule that could lead to the development of a male contraceptive.

## Experimental procedures

### Mice

*Mgat2*[F/F] mice (JAX ^®^ Strain 006892, B6.129-Mgat2tm1Jxm/J) were a kind gift of Michael Demetriou (UC Irvine) with express permission from the Jackson Laboratories (Bar Harbor, Maine). Their development was previously described (Mkhikian et al., 2016). The *Mgat2*[F/F] mice were crossed to mice carrying one copy of the *Stra8*-iCre transgene (B6.FVB-Tg(Stra8-icre)1Reb/LguJ; JAX strain: 017490; (Sadate-Ngatchou et al., 2008)) purchased from the Jackson Laboratories and backcrossed for >10 generations to C57BL6/J mice. The resulting *Mgat2*[F/F] control and *Mgat2*[F/F]:*Stra8*-iCre experimental mice were black and were bred by crossing *Mgat2*[F/F]:Stra8-iCre females with *Mgat2*[F/F] males. The mice were housed in a barrier facility and allowed to eat chow 5,058 (LabDiet, Richmond, IN) and drink water *ad libitum*. Pups were genotyped by PCR of tail DNA, as described in Figure 1C and Supplementary Figure S1B using primers given in Supplementary Table S7. At various ages after birth, mice were sacrificed by asphyxiation in a CO_2_ chamber, followed by cervical dislocation. Mice were weighed, testes removed, weighed, and used for experiments, as described below. Mouse experiments were performed following the approval by the Albert Einstein IACUC under protocol numbers 20170709 and 00001311.

### Histological analysis

Testes were fixed in Bouin’s fixative (cat # 100503-962, Electron Microscopic Sciences, Radnor, PA) for a minimum of 48 h at room temperature (RT) before processing and paraffin embedding at the Albert Einstein Histology and Comparative Pathology Core. Serial sections of 5–6 μm were arrayed on slides with a positive charge and stained with H&E or used for histochemistry. Images of testis sections were obtained using a Perkin Elmer P250 high-capacity slide scanner by the Analytical Imaging Facility at the Albert Einstein College of Medicine. Image analysis was performed using proprietary software from CaseViewer (3DHISTECH P250 high-capacity slide scanner, Perkin Elmer, Waltham, MA). Scale bars are embedded and can be viewed by enlarging the image. Redrawn scale bars are shown in figures.

### Immunohistochemistry

Immunohistochemistry was performed following the protocol for paraffin-embedded sections from Abcam (https://www.abcam.com/protocols). Histo-Clear reagent (cat. # HS-200, National Diagnostics, Atlanta, GA) was used to deparaffinize sections, and rehydration was performed using Decon Labs ethanol (BioPharmWorld, Frederick, MD) by washing twice with 100% ethanol for 3 min, followed by 95%, 80%, and 70% ethanol for 3 min each. To quench endogenous peroxidase, slides were exposed to 3% H_2_O_2_ (cat #H1009, Sigma-Aldrich, St. Louis, MO) in phosphate buffered saline with 1 mM CaCl_2_ and 1 mM MgCl_2_, pH 7.5 (PBS) for 20 min, followed by epitope retrieval in boiling citrate buffer (pH 6.0, Diagnostic BioSystems, Pleasanton, CA) for 20 min, and a subsequent 20-min incubation at RT in fresh citrate buffer. Sections were then incubated in PBS for 5 min at RT and blocked for 1 h at RT in 5% goat serum in PBS blocking buffer (cat # 927-700001, LICORbio™, Lincoln, NE). The primary antibody (1° Ab), unless otherwise specified, was diluted 1:100 in PBS blocking buffer and incubated overnight at 4°C. After rinsing twice with PBS, slides were incubated with the biotinylated secondary antibody diluted in PBS blocking buffer (LICORbio™) for 1 h at RT. Following two PBS washes, peroxidase substrate 3, 3′-diaminobenzidine (DAB; Cat# SK-4100, Vector laboratories, Burlingame, CA) was applied following the manufacturer’s protocol. Tissues were counterstained with the hematoxylin solution (cat # Ref 1.05174.0500, Sigma-Aldrich) diluted at 1:4 ratio with double-distilled water, rinsed in tap water, dipped twice in acid ethanol (0.3% HCl in 100% ethanol), rinsed in tap water, dipped in 2.5% ammonium hydroxide solution diluted from 29.5% ammonium hydroxide (cat# A-6899, Sigma-Aldrich), rinsed in tap water, dehydrated by washing twice with 70% ethanol followed by 95% ethanol, and then 100% ethanol for 3 min followed by Histo-Clear (National Diagnostics). Sections were mounted using Permount^®^ reagent (cat# SP15–100, Fisher Scientific, Fair Lawn, NJ). Images of testis sections were generated using the 3DHISTECH Panoramic 250 Flash II slide scanner by the AIF at the Albert Einstein College of Medicine.

### Lectin histochemistry

After dewaxing and rehydrating tissue sections as described above, sections were immersed in 0.5% H_2_O_2_ and 0.4% HCl in absolute methanol for 30 min at RT to inactivate peroxidase, followed by two washes in double-distilled water and two washes in Tris-buffered saline, pH 7.5 (TBS). Subsequently, the sections were incubated for 5 min in 20 mg/mL proteinase K (cat # AM2546, Invitrogen) in TBS at RT in a humidified chamber. After two washes in TBS, the sections were incubated for 1 h at RT in 10 μg/mL biotinylated plant lectin (L-PHA or GSA-II, Vector Laboratories) in TBS. Following three washes in TBS, the sections were incubated in 5 μg/mL streptavidin peroxidase for 1 h at RT. After three washes in TBS, the DAB reagent (Vector Laboratories) was used for development until control samples were clearly stained. The reaction was stopped in distilled water, and the sections counterstained with hematoxylin, followed by dehydration, clearing, and mounting prior to imaging by the AIF, as described above.

### Germ cell isolation

After dissection, testes were weighed and collected in DMEM:F12 (cat # 11330-032, Gibco, Grand Island, NY) on ice, tunica albuginea were removed, and germ cells were isolated according to Chang et al. (2011) with some modifications. For 22-day mice, tubules were transferred to 10 mL of enzyme solution I (0.5 mg/mL collagenase Type I (cat #C0130-1G, Sigma-Aldrich) and 200 μg/mL DNase I (cat # DN25-100, Sigma-Aldrich) in DMEM:F12 medium). After a brief vortex, the mixture was incubated for 40 min at 33°C in a shaking water bath (100 oscillations per min with manual shaking every 10 min). Following dispersion, tubules were allowed to settle, and the supernatant was discarded. After a wash in 10 mL DMEM:F12 at RT, tubules were resuspended in 10 mL DMEM:F12 and layered onto 40 mL of 5% Percoll (cat # 17-0891-02, GE Healthcare Bio-sciences AB, Uppsala, Sweden) in HBSS (cat # 55-022-PB, Mediatech Inc., Manassas, VA) and left to settle for 20 min at RT. After discarding the top 45 mL, the remaining 5 mL was transferred to a new tube containing 10 mL of enzyme solution II (200 μg/mL DNase I and 1.25 mg/mL trypsin from Sigma-Aldrich in DMEM:F12) and incubated at 33°C in a shaking water bath for 40 min, as described above. Following tissue dissociation, 3 mL of charcoal-stripped fetal bovine serum (FBS, cat # A33821-01, Gibco) was added, and the cells were pipetted 20 times with a 10-mL pipette to dissociate clumps. The suspension was filtered through a 70-µm strainer followed by a 40-µm nylon cell strainer (cat # 352350 and 352340, respectively; Falcon Corning Inc, Corning, NY) and centrifuged at 800 *g* for 10 min at 4°C. After resuspending the cell pellet in 1 mL of cold HBSS (cat # 14175-095, Gibco), cells were counted using a hemocytometer. They were centrifuged at 800 *g* for 10 min at 4°C and stored as a pellet at −80°C.

For 15-day germ cells, the method of Dean et al. (Wang et al., 2019) with slight modifications was used. After removal of tunica albuginea, testis tubules were placed in 5 mL of enzymatic solution 1, followed by gentle agitation in a shaking water bath at 37°C for 20 min (75 oscillations per min with manual shaking every 6 min). Tubules were then permitted to settle, and the supernatant was removed. After a wash with 5 mL of fresh DMEM:F12, tubules were resuspended in 5 mL fresh DMEM:F12 and transferred to a new tube containing 5 mL of enzyme solution II. After 20 min gentle agitation in a 37°C shaking water bath at 75 oscillations per min with manual inversion every 5 min, 20% FBS (cat # A42C22A, GeminiBio, West Sacramento, CA) was added, and clumps were dissociated by resuspending the cells 20 times using a 5-mL pipette. The suspension was filtered through a 70-µm filter (pre-wet with 1 mL DMEM:F12, followed by centrifugation at 1000 *g* for 10 min at 4°C. The cell pellet was resuspended in 1 mL of cold HBSS (Gibco) and counted using a hemocytometer. After centrifugation at 800 *g* for 10 min at 4°C, the germ cell pellet was stored at −80°C.

### Western blot analysis

Testis lysates were prepared using RIPA Lysis Buffer (cat # 20-188, Millipore, Temecula, CA), following the Abcam tissue lysate preparation protocol. In brief, one frozen testis was homogenized in 200 μL RIPA buffer containing 0.1% SDS, protease inhibitor cocktail (cat # 05892791001, Roche Diagnostics GmbH, Mannheim, Germany), and phosphatase inhibitor (cat # 04906845001, Roche Diagnostics). The lysate was continuously agitated using a pellet pestle (cat # 749521-1590, Kimble, Millville, NJ) for 5 min, incubated for 30 min on ice, and centrifuged at 12,000 rpm for 10 min at 4°C. The supernatant was transferred to a fresh tube, and protein was determined using the Bradford-based colorimetric assay (cat # 500-0006, Bio-Rad Protein assay, Bio-Rad, Hercules, CA). The lysate was frozen at −80°C.

Frozen germ cells were lysed in 75 μL buffer (1% IGEPAL (cat #I3021, Sigma-Aldrich), 1% TX-100 (cat #T9284, Sigma-Aldrich), 0.5% deoxycholate (cat #D6750, Sigma-Aldrich), 1.5× phosphatase inhibitor (Roche), and Roche protease inhibitor cocktail dissolved in double-distilled water. The lysate was incubated for 30 min on ice, followed by centrifugation for 5 min at 5,000 g at 4°C. The supernatant was transferred to a fresh tube, and protein quantified using the Bradford-based colorimetric assay. Germ cell lysate was stored at −80°C.

For the detection of MGAT2, 60 μg of protein was separated by 10% SDS-PAGE. Following transfer to a polyvinylidene fluoride (PVDF) membrane in transfer buffer containing 10% methanol for 90 min, the membrane was blocked in TBS Odyssey blocking buffer (TOBB, cat #P/N 927-600001, LICORbio™) for 1 h at 37°C and incubated overnight at 4°C with anti-MGAT2 primary Ab (cat # LS-C40495, LS Bio, Lynnwood, WA) diluted 1:400 in TBS blocking buffer. Secondary Ab, which was donkey anti-rabbit IRDye^®^ 800CW (LICORbio™) at a dilution of 1:8000 in TBS blocking buffer, was applied for 1 h at RT, followed by four washes with TBST (TBS and with 0.05% Tween 20 (cat #P7949, Sigma-Aldrich). Imaging was performed using a LI-COR Odyssey scanner.

For the detection of AKT and ERK, 60 μg of the germ cell extract was electrophoresed by 10% SDS-PAGE and transferred to a polyvinylidene fluoride (PVDF) membrane. The membrane was blocked for 2 h at RT using TOBB, followed by overnight incubation at 4°C with primary Ab in TOBB. Antibodies obtained from cell signaling technology (Danvers, MA) were the following: rabbit monoclonal antibody (mAb) D13.14.4E targeting pERK1/2 (cat # 4370), mouse mAb 3A7 targeting ERK1/2 (cat # 9107), mouse mAb 40D4 targeting AKT (cat # 2920), and rabbit mAb D9E targeting pAKT (cat # 4060). The secondary Abs used were donkey anti-rabbit IgG IRDye 800CW (cat #P/N926-32213, LI-COR) and goat anti-mouse IgG DyLight™ 680 (cat # 35519, Invitrogen). After incubation, membranes were rinsed four times in TBST and incubated in LI-COR secondary Abs in TOBB for 1 h at RT in the dark. Subsequent washes were four times with TBST and twice with TBS. Imaging was performed using the LI-COR Odyssey Fc imaging system, and band intensity determination was obtained using LI-COR^®^ Acquisition Software (LICORbio™).

### Nuclei acid isolation

Total RNA was isolated from frozen testis using TRIzol (cat # 15596018, Invitrogen) and the manufacturer’s protocol. TRIzol was also used to extract genomic DNA from frozen germ cells and total RNA from germ cells of 22-day males, according to the manufacturer’s protocol. To obtain total RNA from 15-day frozen germ cells, RNAZol (cat #R4533, Sigma-Aldrich) was used with the recommended protocol for RNA extraction. In brief, for both RNA extraction methods, 5 × 10e6 frozen germ cells were homogenized using the Kimble pellet pestle in and 1 mL TRIZol or RNAZol, followed by a 5 min incubation at RT. Subsequently, 200 µL of chloroform was added, the tubes vortexed for 15 s, left at RT for 2–3 min, and then centrifuged at 12,000 g for 15 min at 4°C. The aqueous phase was carefully transferred to a new tube, and 500 µL of isopropanol was added. After incubating for 10 min in ice, the samples were centrifuged at 12,000 g for 10 min at 4°C. The RNA pellet was washed once with 1 mL 70% ethanol, vortexed briefly, and centrifuged at 7,500 g for 5 min at 4°C. The RNA pellet was air-dried for 5–10 min and dissolved in 30–50 µL of RNase-free water (cat #H20MB0106, Millipore Corp., Billerica, MA). The samples were placed in a 55°C–60°C water bath for 15–20 min, and the RNA concentration was measured using a NanoDrop ND1000 spectrophotometer. RNA quality (RQN) was determined by the Albert Einstein Genomics Core Facility using Bioanalyzer software on a Pico RNA Chip type.

### Quantitative RT-PCR

The synthesis of cDNA was performed with 2 µg total RNA and the ReverTra Ace^®^ qPCR RT Master Mix with gDNA Remover (cat # FSQ-301, Dc. DiagnoCine Toyobo, Osaka, Japan) in accordance with the manufacturer’s guidelines. Quantitative RT-PCR (qRT-PCR) was performed in triplicate in a 384-well dish in a ViiA 7 Real Time PCR System (Thermo Fischer Scientific, Waltham, MA). The assessment of gene expression was performed relative to *Gapdh* and *Actb* using the ddCT method. The primers used for both RT-PCR and qRT-PCR analyses are listed in Supplementary Table S7.

### RNA-seq analysis

Total RNA from 15-day germ cells of *Mgat2*[F/F] and *Mgat2*[F/F]:*Stra8*-iCre testes was provided at 3 ng/μL to the Genomics Core Facility to obtain RQN values. All samples with an RQN of 10.0. RNA at ∼25 ng/μL in RNAse-free water in 1.5 mL microtubes were sent on dry ice to Novogene (Sacramento, CA) for library preparation and RNA-seq. Non-stranded mRNA-Seq libraries (polyA enrichment) were prepared by Novogene for 150 base pair paired-end (PE) sequencing on an Illumina HiSeq platform (NovaSeq Illumina PE150 with 6 G raw data per sample). After quality controls of the reads, STAR (v2.7.9a) (Dobin et al., 2013) was used to align the PE reads to the mouse reference genome (mm39). RSEM (v1.3.3) (Li and Dewey, 2011) was used to compute read counts, fragments per million fragments mapped (FPKM), and transcripts per million (TPM) using gene annotations from the Ensembl database (v105). Genes with a TPM≥1 in at least one of the eight samples were retained for downstream analyses. DEseq2 (v1.38.3) (Love et al., 2014) was applied to perform differential expression analysis. A false discovery rate (FDR) < 0.05 was used to identify DEGs. Protein-coding DEGs are given in Supplementary Table 1.

### Bioinformatics

Pathway enrichment analysis was performed with overrepresentation analysis using the DEGs and GSEA. We acknowledge the use of GSEA software and the Molecular Signature Database (MSigDB) (https://www.gsea-msigdb.org/gsea/index.jsp) (Subramanian et al., 2005) using all protein-coding genes or genes ranked by their expression difference between *Mgat2* cKO germ cells and controls. The IPA (RRID:SCR_008653) algorithm by QIAGEN, Inc. (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) (Kramer et al., 2014), was utilized to perform pathway analysis of protein-coding gene DEGs with a fold-change of ±1.5 and an overlap *p*-value below 0.05. Gene Ontology enrichment analyses were plotted by SRPLOT (https://www.bioinformatics.com.cn), (Tang et al., 2023), an online platform for data analysis and visualization.

### Statistical analysis

Bar graphs comparing samples from individual *Mgat2*[F/F] and *Mgat2* cKO mice show mean ± SEM reflecting the variation between animals. Calculation of *p*-values was performed using the unpaired, two-tailed Student’s t-test or one-way ANOVA with GraphPad Prism 8.0 (GraphPad Software Inc., La Jolla, CA), unless otherwise noted. Statistical significance is indicated by *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE264025.

# Supplementary material for: Deletion of Mgat2 in spermatogonia blocks spermatogenesis
**Source:** Front Cell Dev Biol. 2024 Sep 19;12:1428715. doi: 10.3389/fcell.2024.1428715
**Supplement:** Supplementary file 1

## **Deletion of *Mgat2* in Spermatogonia Blocks Spermatogenesis**

Mohd Shamoon Asmat<sup>1</sup>, Xiang Yu Zheng<sup>2</sup>, Mohd Nauman<sup>1</sup>, Deyou Zheng<sup>2, 3</sup>, Pamela Stanley<sup>1, \*</sup>

### **Supporting Figures S1 to S8**

**Figure S1. Germ cells enrichment, gDNA genotyping and western analysis.**

**Figure S2. *Mgat2* cKO germ cells do not express MGAT2 or complex N-glycans.**

**Figure S3. *Mgat2* cKO testis tubules at 4 weeks.**

**Figure S4. *Mgat2* cKO germ cells do not express MGAT2 or complex N-glycans at 15 days.**

**Figure S5. Pearson correlation coefficient for RNA-seq samples.**

**Figure S6. AKT signaling in 22-day *Mgat2*[F/F] versus cKO germ cells.**

**Figure S7. ERK signaling in 22-day *Mgat2*[F/F] versus cKO germ cells**

**Figure S8. ERK signaling in 15-day *Mgat2*[F/F] versus cKO germ cells.**

### **Supporting Tables S1 to S7**

**Table S1. RNA quality for RNA-seq.**

**Table S2. Top down-regulated genes in *Mgat2* cKO germ cells.**

**Table S3. Most significantly down-regulated genes in *Mgat2* cKO germ cells.**

**Table S4. Molecules in IPA Network 2 in Fig. 7A.**

**Table S5. Molecules in IPA Network 1 in Fig. 7B.**

**Table S6. Molecules in IPA Network 2 in Fig. 7C.**

**Table S7. Primers used in qRT-PCR and genotyping.**

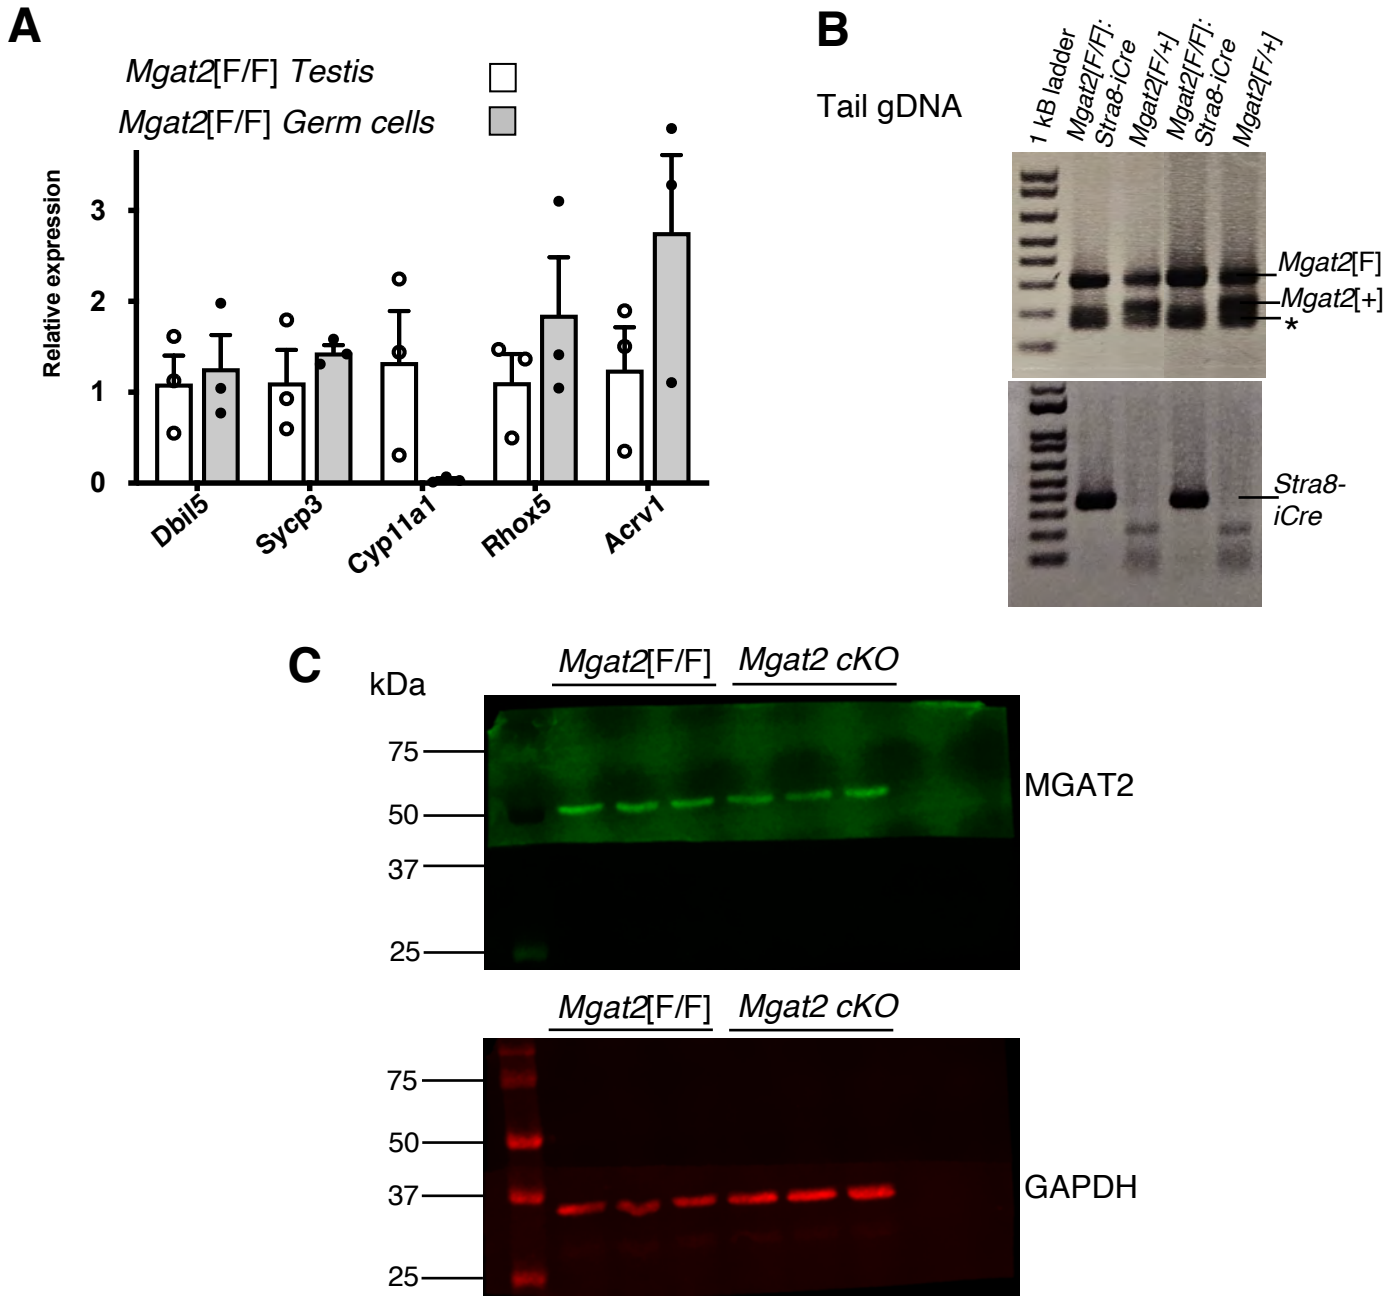

**Figure S1. Germ cells enrichment, genotyping and western analysis.** (A) qRT-PCR of testis cell-type marker genes expressed in 22-day *Mgat2*[F/F] testis versus enriched germ cells. Cell-type genes represented round spermatids (*Dbil5*), spermatocytes (*Sycp3*), Leydig cells (*Cyp11a1*), Sertoli cells (*Rhox5*) and spermatids (*Acrv1*). (B) PCR of tail genomic DNA (gDNA) to determine *Mgat2* genotypes as marked. *Mgat2*[F], 327 bp; *Mgat2*[+], 217 bp; *Stra8*-iCre, 380 bp; \*, non-specific product. (C) Western blots quantitated to generate Fig. 1E. The gel was cut below the MGAT2 band and the top portion used to detect MGAT2, the bottom portion to detect GAPDH. Imaging was performed by LICOR Fc Odyssey.

*Mgat2*[F/F]

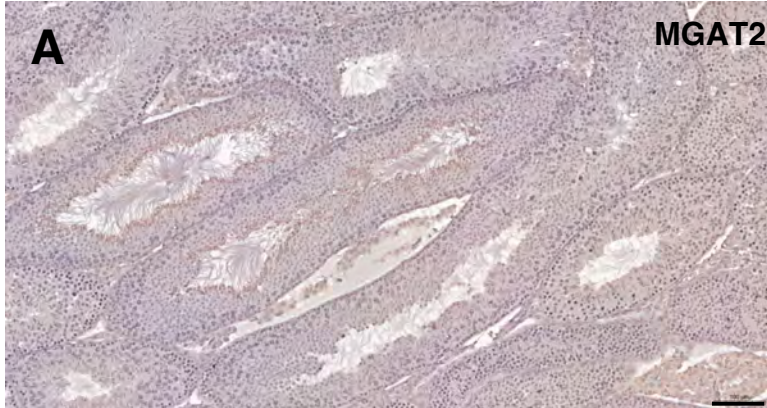

*Mgat2* cKO

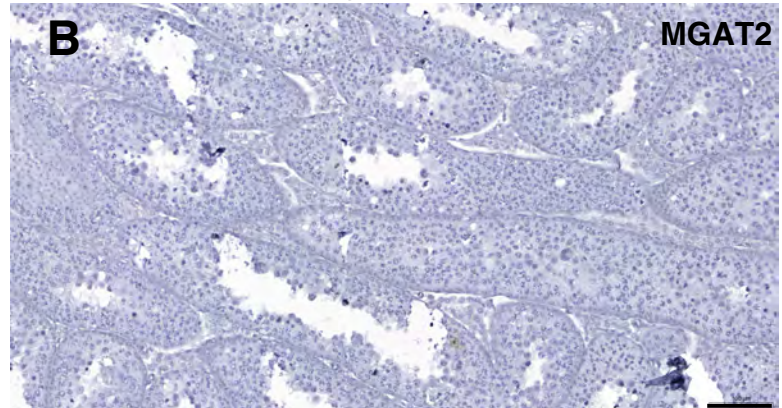

*Mgat2*[F/F]

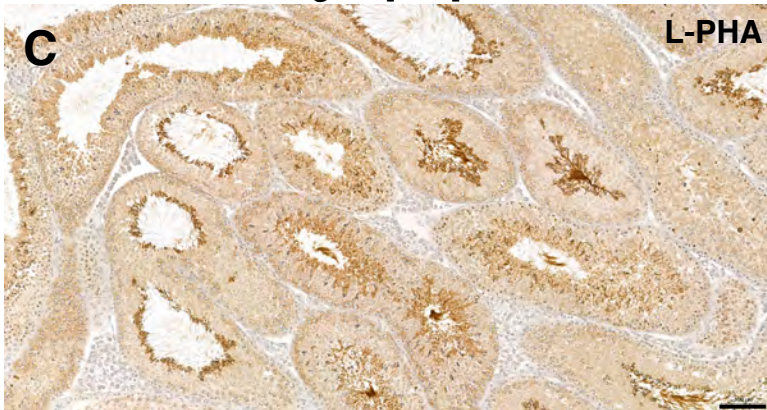

*Mgat2* cKO

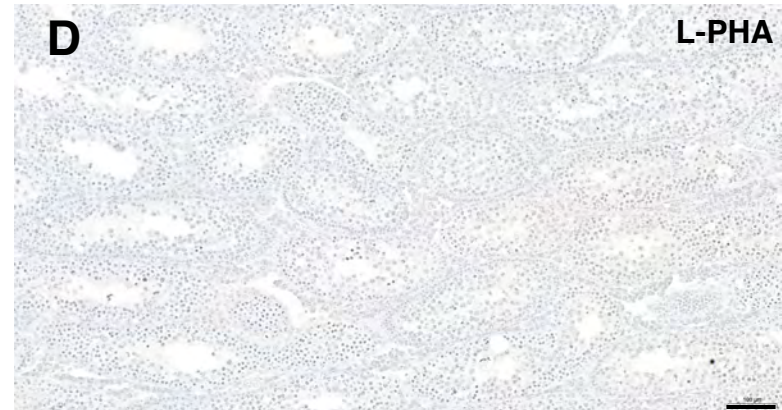

*Mgat2*[F/F]

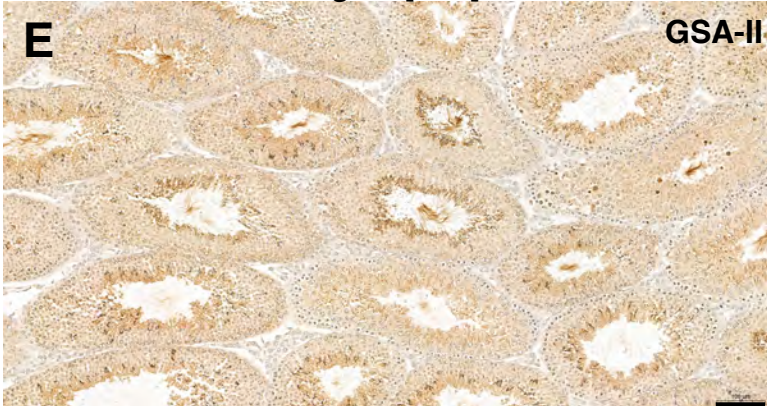

*Mgat2* cKO

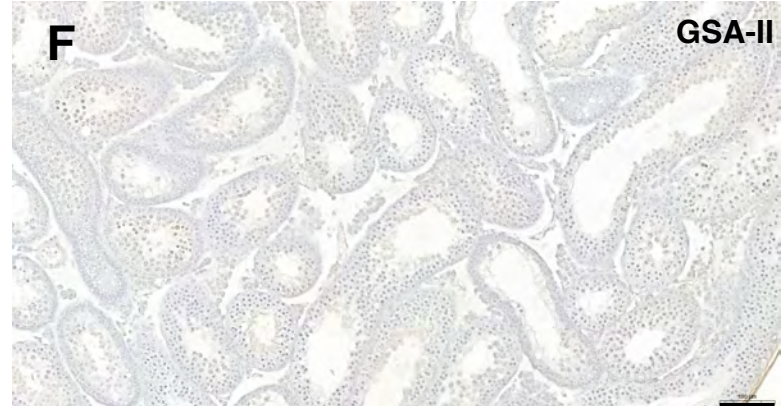

**Figure S2. *Mgat2* cKO germ cells do not express MGAT2 or complex N-glycans.** (A, C, E) Images of testis sections showing that *Mgat2*[F/F] testis tubules contained germ cells that expressed MGAT2 and complex N-glycans that bound L-PHA and GSA-II. (B, D, F) Images of testis sections showing that *Mgat2* cKO germ cells did not express MGAT2 nor complex N-glycans that bound L-PHA or GSA-II. Scale bars 100  $\mu$ m.

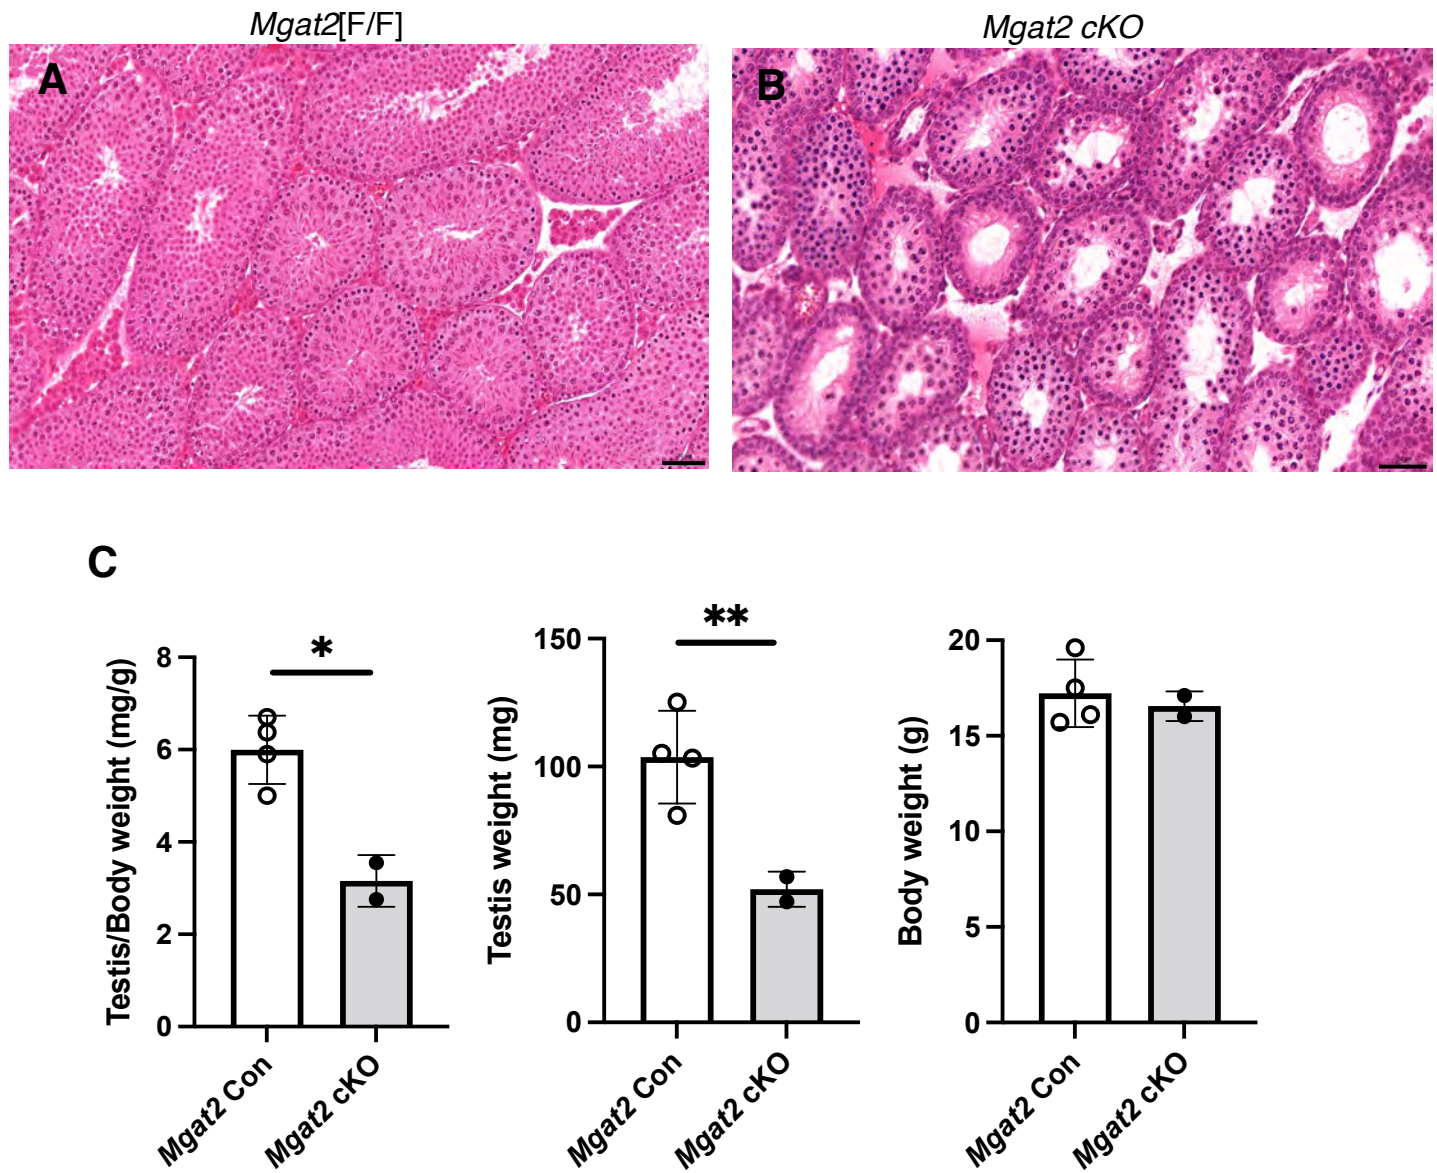

**Figure S3. *Mgat2* cKO testis tubules at 4 weeks.** (A, B) Deletion of *Mgat2* by *Stra8*-iCre resulted in marked disruption of spermatogenesis at 4 weeks. Scale bars 50  $\mu$ m. (C) Testis and body weights of *Mgat2*[F/F] and cKO males at 4 weeks. Testis weight but not body weight was reduced in males lacking MGAT2 in germ cells.

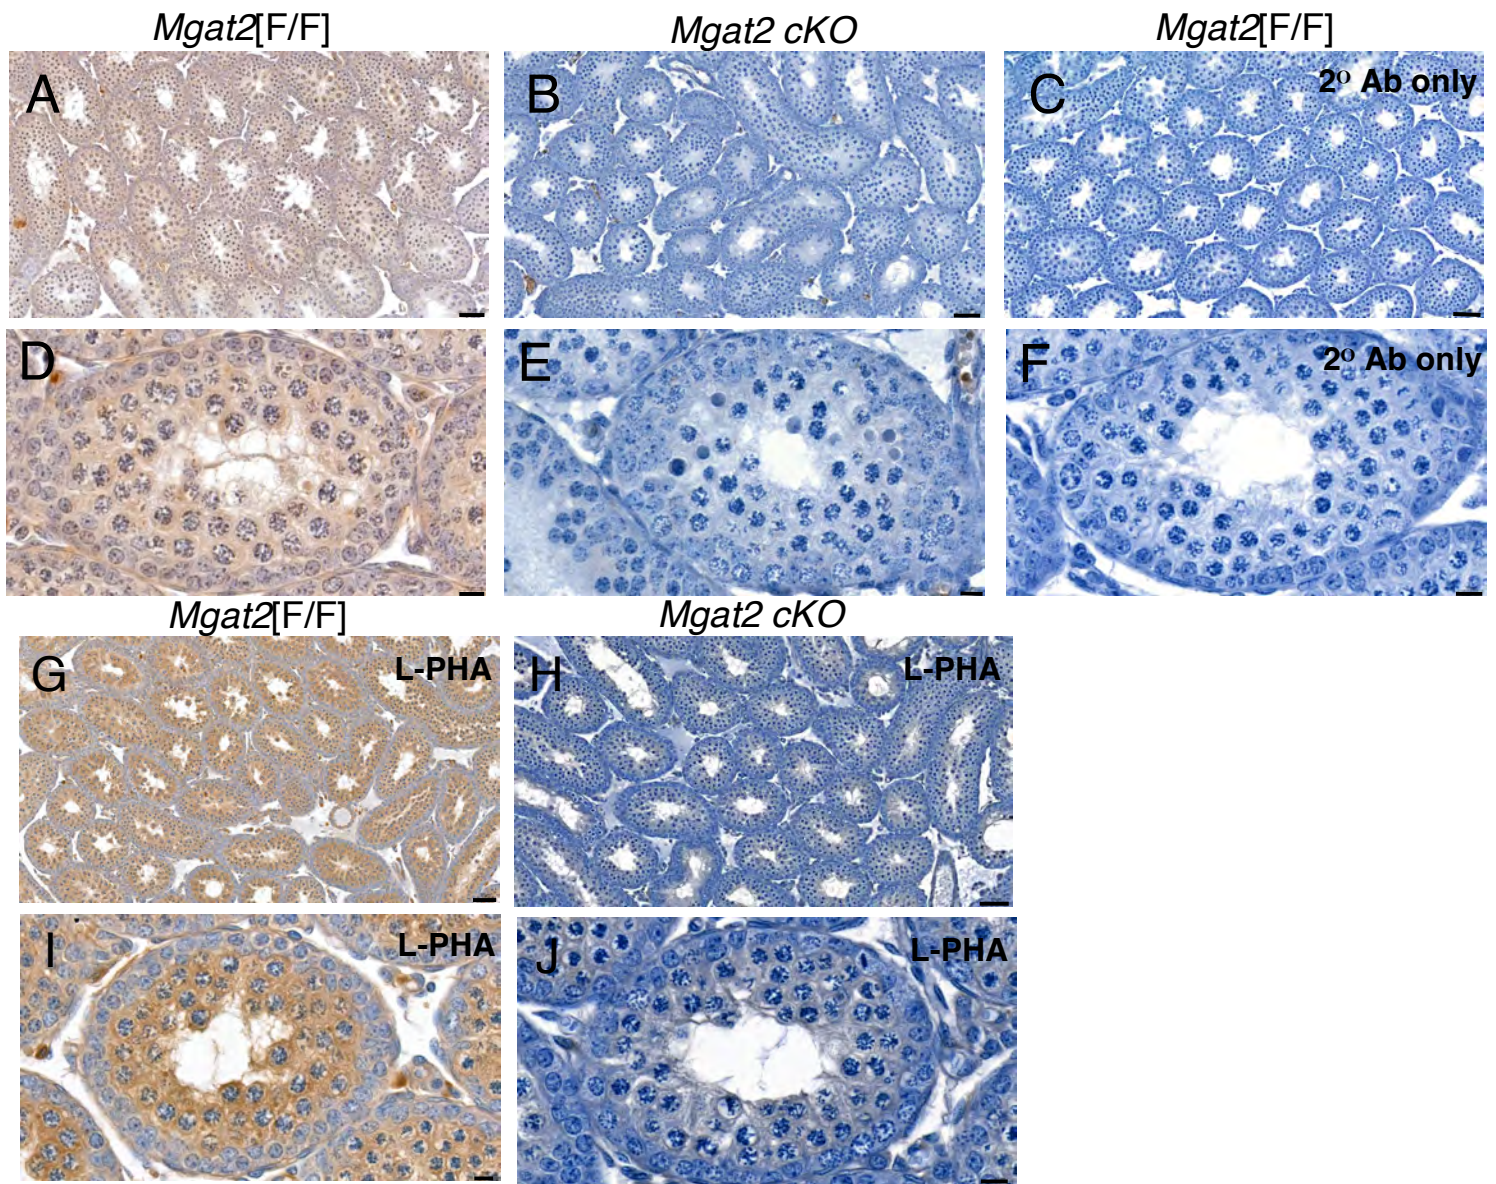

**Figure S4. *Mgat2* cKO germ cells do not express MGAT2 or complex N-glycans at 15 days.**

(A, B, C) Representative images of sections from 15-day testes. MGAT2 was detected only in *Mgat2*[F/F] testes treated with both primary and secondary Abs. Scale bars 50  $\mu$ m. (D, E, F) Single testis tubules from A, B, C respectively. Scale bars 10  $\mu$ m. (G, H) Only *Mgat2*[F/F] germ cells bound L-PHA which detects complex N-glycans. Scale bars 50  $\mu$ m. (I, J) A single testis tubule from G, H respectively. Scale bars 10  $\mu$ m).

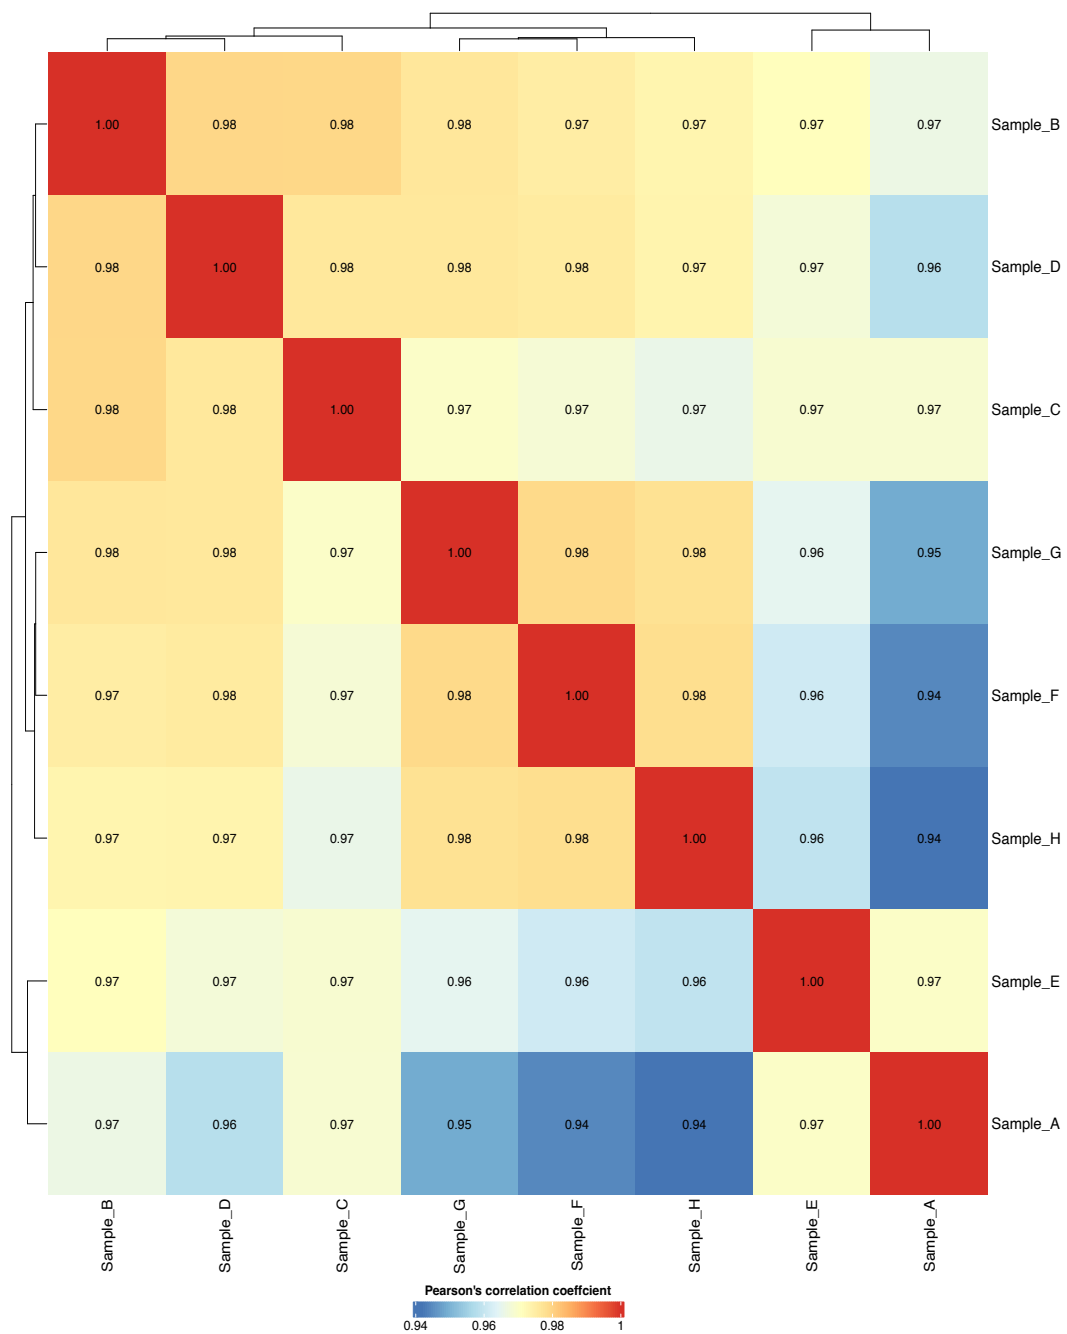

**Figure S5. Pearson correlation coefficient for RNA-seq samples.** The heatmap and color scale show the relationships between RNA-seq data from the 4 *Mgat2*[F/F] samples (A to D) and the 4 *Mgat2* cKO samples (E to H).

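The deposited counts divided by the paper's normalized counts of Table S8 gave 1 constant factor per column, which ties letters A to D to control replicates 1 to 4 and letters E to H to cKO replicates 1 to 4. On log2(TPM + 1), r between A and E was 0.962. The other samples of A's genotype had r with A of 0.954 (B), 0.959 (C) and 0.945 (D), and the other samples of E's genotype had r with E of 0.954 (F), 0.958 (G) and 0.953 (H). Between E and the other controls r was 0.964 (B), 0.962 (C) and 0.961 (D).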

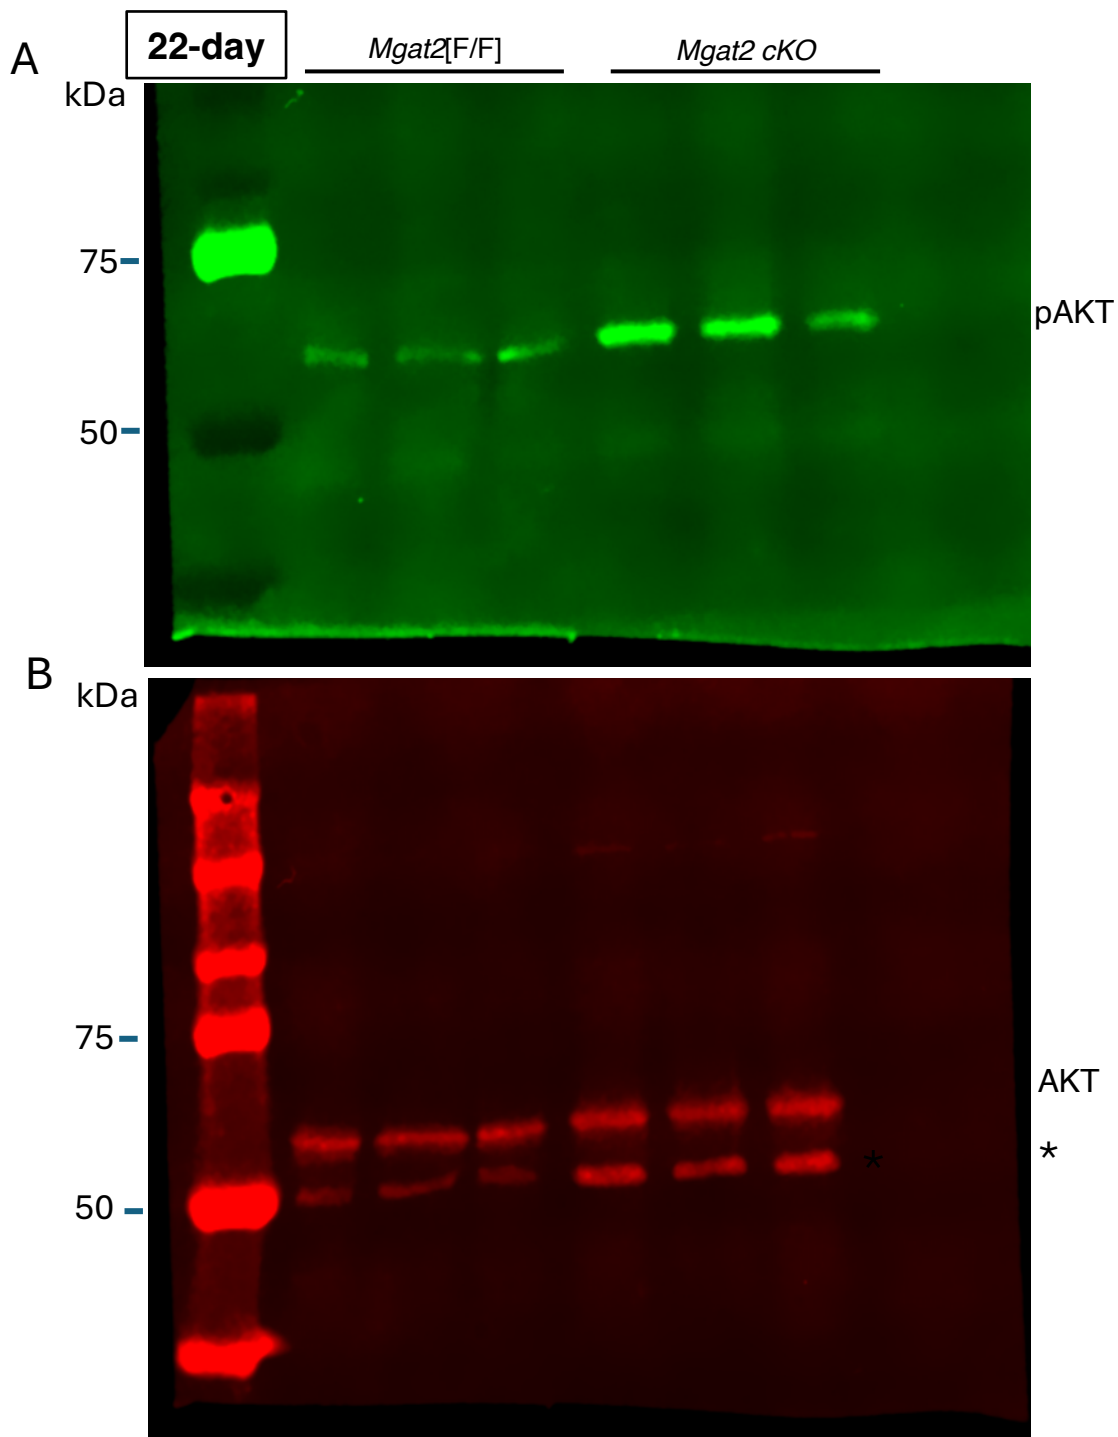

**Figure S6. AKT signaling in 22-day *Mgat2*[F/F] versus *Mgat2* cKO germ cells.**  
 (A, B) Full length gels from which the data in Fig. 8A were taken.

\* non-specific band

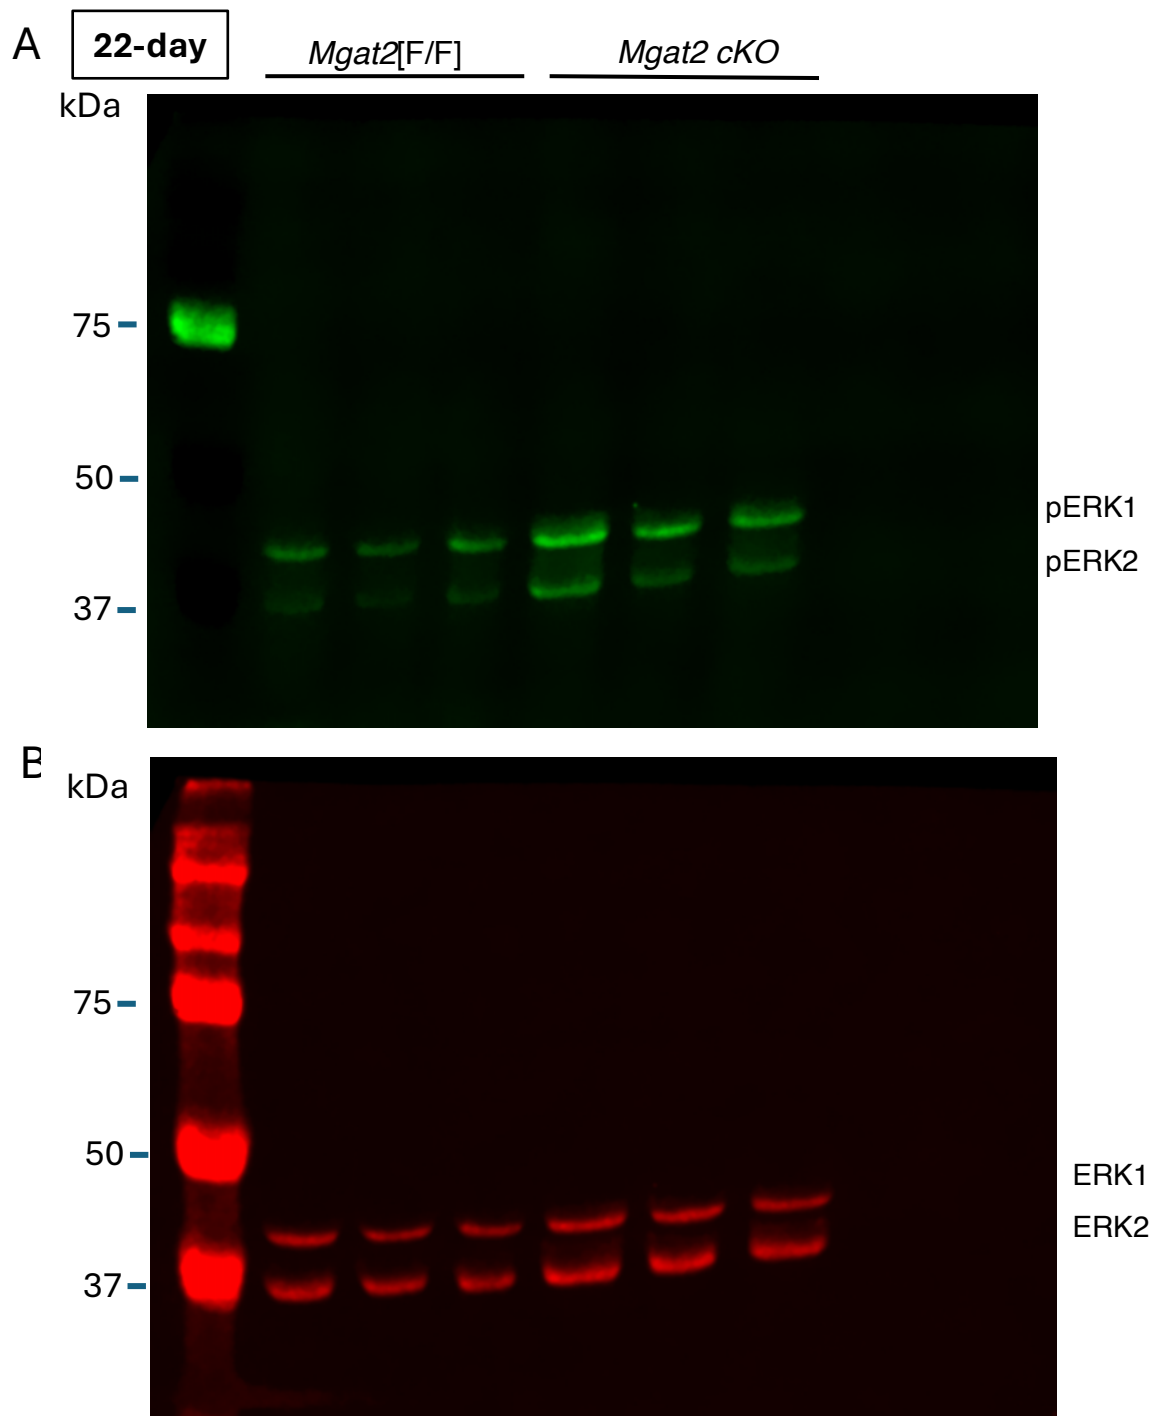

**Figure S7. ERK signaling in 22-day *Mgat2*<sup>[F/F]</sup> versus cKO germ cells.**  
(A, B) Full length gels from which the data in Fig. 8B were taken.

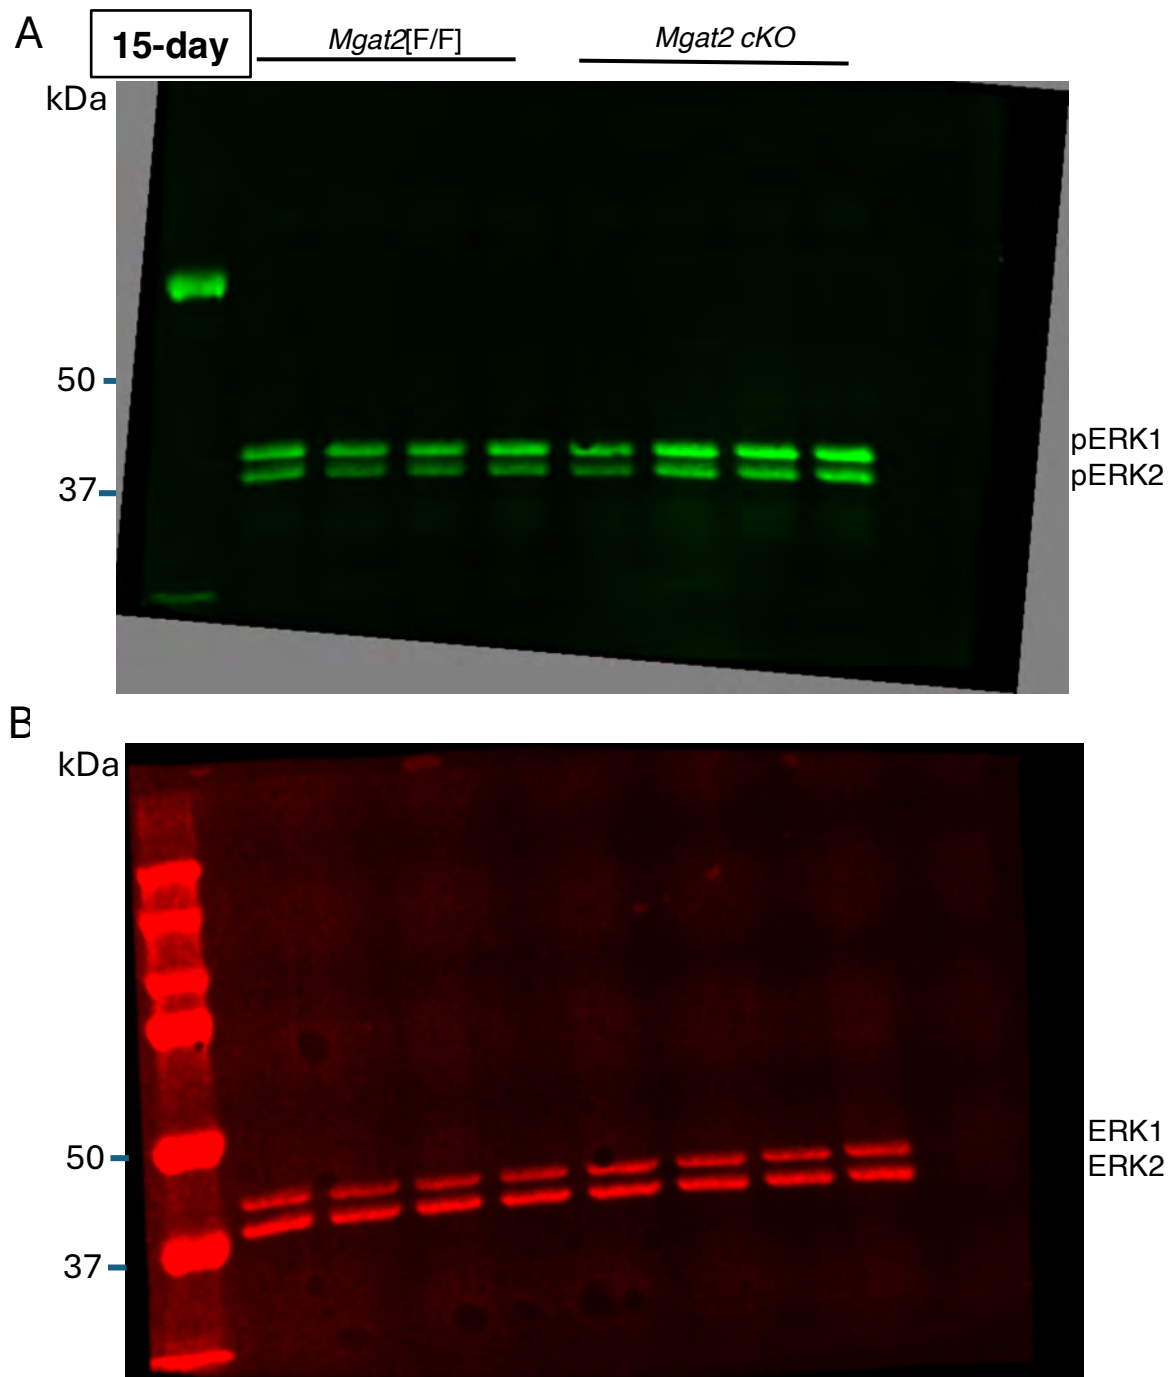

**Figure S8. ERK signaling in 15-day *Mgat2*[F/F] versus cKO germ cells.**  
(A, B) Full length gels from which the data in Fig. 8C were taken.

**Table S1. RNA quality for RNA-seq.**

| <b>Mouse Genotype</b>                     | <b>Body (g)</b> | <b>Left testis (mg)</b> | <b>Right testis (mg)</b> | <b>Total RNA (ug)</b> | <b>RNA quality (RQN)</b> |
|-------------------------------------------|-----------------|-------------------------|--------------------------|-----------------------|--------------------------|
| <i>Mgat2</i> [F/F]                        |                 |                         |                          |                       |                          |
| A                                         | 6.8             | 14                      | 14.1                     | 42                    | 10                       |
| B                                         | 8.1             | 13.1                    | 13.5                     | 40                    | 10                       |
| C                                         | 8.2             | 13.8                    | 14.4                     | 36                    | 10                       |
| D                                         | 7.9             | 11                      | 12.3                     | 38                    | 10                       |
| <i>Mgat2</i> [F/F]:<br><i>Stra8</i> -iCre |                 |                         |                          |                       |                          |
| E                                         | 8               | 13.1                    | 14.5                     | 24                    | 10                       |
| F                                         | 7.8             | 12.1                    | 12.6                     | 31                    | 10                       |
| G                                         | 7.6             | 11.4                    | 12.4                     | 28                    | 10                       |
| H                                         | 7.1             | 11.1                    | 11.7                     | 33                    | 10                       |

Control and *Mgat2* cKO males were sacrificed at 15 days, weighed, testes dissected, weighed and germ cells prepared. RNA was extracted with RNAzol as described in Experimental Procedures. These RNA samples were processed for RNA-seq.

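Table S1 lists, for each mouse, the paper's values of body weight, testis weights and the RNA obtained from its germ cells. From the paper's values, total RNA was 39.0 ± 2.58 µg (SD, n = 4) in control and 29 ± 3.92 µg (SD, n = 4) in cKO germ cells, and every cKO mouse gave less than every control mouse (exact permutation test, two-sided, p = 0.029, the smallest that 4 mice against 4 allow, and 0.086 after adjustment over 3 measures). The weight of both testes was 26.6 ± 2.29 mg (SD, n = 4) in control and 24.7 ± 2.07 mg (SD, n = 4) in cKO mice (exact permutation test, two-sided, p = 0.31), and body weight was 7.75 ± 0.645 g and 7.63 ± 0.386 g (SD, n = 4 each, exact permutation test, two-sided, p = 0.74). In the libraries, the 10 genes with the most counts took 7.43 ± 0.450% of the counts in control and 8.78 ± 0.375% in cKO samples (SD, n = 4 each, exact permutation test, two-sided, p = 0.029).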

**Table S2. Top down-regulated genes in *Mgat2* cKO germ cells.**

| Gene              | Gene Name                                                   | Fold Decreased |
|-------------------|-------------------------------------------------------------|----------------|
|                   |                                                             |                |
| <i>Cfap58</i>     | cilia and flagella associated protein 58                    | 13.6           |
| <i>Cfap221</i>    | cilia and flagella associated protein 221                   | 11.2           |
| <i>Prok2</i>      | prokineticin 2                                              | 7.9            |
| <i>Igsf21</i>     | immunoglobulin superfamily, member 21                       | 7.2            |
| <i>Cfap44</i>     | cilia and flagella associated protein 44                    | 6.2            |
| <i>Fam3d</i>      | FAM3 metabolism regulating signaling molecule D             | 6.0            |
| <i>Rpl</i>        | RP1 axonemal microtubule associated                         | 5.8            |
| <i>Tmem30c</i>    | transmembrane protein 30C                                   | 5.3            |
| <i>Dawl</i>       | dynein assembly factor with WDR repeat domains 1            | 5.2            |
| <i>Ccdc41</i>     | centrosomal protein 83                                      | 5.2            |
| <i>Lrrc71</i>     | leucine rich repeat containing 71                           | 5.0            |
| <i>Catsper1</i>   | cation channel sperm associated auxiliary subunit epsilon 1 | 4.9            |
| <i>Cdhr4</i>      | cadherin related family member 4                            | 4.9            |
| <i>Myorg</i>      | myogenesis regulating alpha-galactosidase                   | 4.6            |
| <i>Plcd4</i>      | phospholipase C delta 4                                     | 4.6            |
| <i>Arhgap33os</i> | Rho GTPase activating protein 33, opposite strand           | 4.4            |
| <i>Dnaaf6</i>     | dynein axonemal assembly factor 6                           | 4.4            |
| <i>Piwill</i>     | Piwi-like RNA-mediated gene silencing 1                     | 4.2            |
| <i>Rfx4</i>       | regulatory factor X4                                        | 4.1            |
| <i>Svop</i>       | SV2 related protein                                         | 4.0            |

**Table S3.** Most significantly down-regulated genes in *Mgat2* cKO germ cells.

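The table ranks genes by the adjusted p-value of the paper's DESeq2 test, and not by the size of the change. The fold changes of its 10 genes are therefore smaller than those of Table S2, with a median log2 fold change of -1.45 in the edgeR fit against -2.29, and their samples differ less within a genotype. *Tmem30c* and *Lrrc71* are in both tables. *Lrrc71* was at 22.5 ± 8.34 CPM (SD, n = 4) in control and 4.55 ± 1.83 CPM (SD, n = 4) in cKO germ cells, a log2 fold change of -2.30 (standard error 0.35).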

| Gene             | Gene Name                                                 | Padj Value |
|------------------|-----------------------------------------------------------|------------|
|                  |                                                           |            |
| <i>Catsperg2</i> | cation channel sperm associated auxiliary subunit gamma 2 | 6.4E-10    |
| <i>Pcsk4</i>     | proprotein convertase subtilisin/kexin type 4             | 1.9E-09    |
| <i>Lrrc71</i>    | leucine rich repeat containing 71                         | 8.8E-09    |
| <i>Gstt2</i>     | glutathione S-transferase theta 2                         | 9.7E-09    |
| <i>Cfap74</i>    | cilia and flagella associated protein 74                  | 2.5E-07    |
| <i>Ccdc39</i>    | coiled-coil domain 39 molecular ruler complex subunit     | 2.6E-07    |
| <i>Adad2</i>     | adenosine deaminase domain containing 2                   | 4.2E-07    |
| <i>Mapk15</i>    | mitogen-activated protein kinase 15                       | 4.4E-07    |
| <i>Ptpn20</i>    | protein tyrosine phosphatase non-receptor type 20         | 1.3E-06    |
| <i>Tmem30c</i>   | transmembrane protein 30C                                 | 1.9E-06    |

**Table S4. Molecules in IPA Network 2 in Fig.7A.**

|                      |                       |                  |                        |
|----------------------|-----------------------|------------------|------------------------|
| <b>ABO</b> ↓         | <b>ADGB</b> ↓         | <b>AKT1</b> ↑    | <b>BIN2</b> ↓          |
| CCL24                | <b>Ccl27a</b> ↓       | CCR10            | chemokine              |
| <b>CHFR</b> ↓        | <b>CKLF</b> ↓         | <b>Cyct</b> ↓    | cytochrome C           |
| cytochrome-c oxidase | <b>ENO3</b> ↓         | <b>FOXJ1</b> ↓   | glutathione peroxidase |
| GST                  | <b>GSTT2/GSTT2B</b> ↓ | Histone h3       | <b>HMBS</b> ↑          |
| <b>MALAT1</b>        | <b>MAPK15</b> ↓       | <b>MATCAP2</b> ↓ | <b>NFE2L2</b> ↑        |
| <b>PAQR3</b> ↓       | <b>PHF1</b> ↓         | <b>RHBDD3</b> ↓  | <b>SHC1</b> ↑          |
| <b>SLC12A5</b> ↓     | <b>SPAG8</b> ↓        | <b>SPATA33</b> ↓ | <b>STING1</b> ↓        |
| <b>TP53I3</b>        | <b>YAP1</b> ↑         | <b>ZBTB32</b> ↓  |                        |

Bolded are transcripts significantly down (green arrow) or up (red arrow) in *Mgat2* cKO germ cells and present in our RNA-seq dataset. Arrows indicate direction of activity for non-bolded molecules; red, activated; green, inhibited.

**Tables S5. Molecules in IPA Network 1 in Fig. 7B.**

|                 |                 |                |               |
|-----------------|-----------------|----------------|---------------|
| <b>C18orf54</b> | <b>CCAR2</b>    | <b>CCHCR1</b>  | <b>CCP110</b> |
| <b>COL16A1</b>  | <b>DNAJB1</b>   | <b>DVL1</b>    | <b>ENKD1</b>  |
| <b>ERK1/2</b>   | <b>FAM184A</b>  | <b>FAM228A</b> | <b>FANCG</b>  |
| <b>FBR5</b>     | <b>FCGR2A</b>   | <b>GLYCTK</b>  | <b>GNAO1</b>  |
| <b>GOLGA2</b>   | Integrin        | <b>LRR61</b>   | <b>MIF4GD</b> |
| <b>MORN5</b>    | <b>PCGF6</b>    | <b>PHF1</b>    | <b>PLC</b>    |
| <b>PLCD4</b>    | <b>PNMA1</b>    | <b>PNMA8A</b>  | <b>RAP1</b>   |
| <b>SPAG8</b>    | <b>STAMBP</b>   | <b>Tcam1</b>   | <b>TCEA2</b>  |
| <b>TKFC</b>     | tyrosine kinase | <b>WDR62</b>   |               |

Bolded are transcripts significantly up (red) in Control germ cells. and present in our RNA-seq dataset. Non-bolded are not significantly different in *Mgat2* cKO compared to Control germ cells.

**Tables S6. Molecules in IPA Network 2 in Fig. 7C.**

|                                       |                                                       |
|---------------------------------------|-------------------------------------------------------|
| activin (family)                      | AKT                                                   |
| <b>CHFR</b>                           | CRL E3 ubiquitin ligase complex:COMMDs:CCDC22:DCUN1Ds |
| CRL E3 ubiquitin ligases              | <b>DPP8</b>                                           |
| E3 ligases in proteasomal degradation | E3:K48-iquitinated substrate                          |
| <b>FKTN</b>                           | IFT B                                                 |
| <b>IFT22</b>                          | <b>IFT70A</b>                                         |
| <b>KHDRBS3</b>                        | <b>LRGUK</b>                                          |
| PRKAA                                 | <b>PROK2</b>                                          |
| <b>SLC9A5</b>                         | <b>TMPRSS12</b>                                       |
| anterograde IFT trains                | <b>ARMT1</b>                                          |
| CRL E3 ubiquitin ligase:CAND1         | CRL E3 ubiquitin ligase:COMMDs:CCDC22                 |
| <b>DYNC2H1</b>                        | <b>DYNC2I1</b>                                        |
| <b>FBXO32</b>                         | <b>FBXW5</b>                                          |
| IFT B*                                | <b>IFT172</b>                                         |
| <b>KBTBD6</b>                         | <b>KCTD7</b>                                          |
| <b>MAN2C1</b>                         | <b>POMT1</b>                                          |
| <b>RIN1</b>                           | <b>SENP2</b>                                          |
| <b>TTC21B</b>                         |                                                       |

Bolded are transcripts significantly up (red) in Control germ cells. and present in our RNA-seq dataset. Non-bolded are not significantly different in *Mgat2* cKO compared to Control germ cells.

**Table S7. Primers used in qRT-PCR and genotyping**

| Gene                          | Forward 5'-3'                  | Reverse 5'-3'                |
|-------------------------------|--------------------------------|------------------------------|
| <b>Primers for qRT-PCR</b>    |                                |                              |
| <i>Mgat2</i>                  | GAATACCCTGACTCCTTCGG           | CTGGGGCTAAGTAGTGGTCC         |
| <i>Mgat1</i>                  | GGGCTTGTATTTCGTCCAGAA          | CTTCACCCAGTTGGACCTGT         |
| <i>Sycp3</i>                  | CATTCTGGGAAATCTGGGAAGCCACCT    | CCAGCATATTCTGTACTTCACCTCCAAC |
| <i>Acrv1</i>                  | TGAAGTTTCGGGTGACGAAGCAGGT      | GCTGGGAGTTTTGAGTGGTGCATAC    |
| <i>Dbil5</i>                  | GTACAGCTTTTACAAACAGGCCACCC     | CCACTTTAGCAATGTAGATCCTCATGGC |
| <i>Cyp11a1</i>                | GTGGACCCCAAGGATGCGTCGATACTCTTC | ACCTCTTGTTTTAGGACGATTCGGTC   |
| <i>Rhox5</i>                  | TCAAGGAAGACTCGGAAGAACAGCAT     | CACTATCCTTGTCCTCCATCACCCATA  |
| <i>Actin</i>                  | CGGTTCCGATGCCCTGAGGCTC         | TGTCAGCAATGCCTGGGTACATGGTGGT |
| <i>Sox9</i>                   | GTGGCAAGTATTGGTCAA             | GAACAGACTCACATCTCT           |
| <i>Gapdh</i>                  | AAGGTCATCCCAGAGCTGAA           | CTGCTTCACCACCTTCTTGA         |
| <b>Primers for genotyping</b> |                                |                              |
| <i>Mgat2</i> [Flox/+]         | GCTGCTAGGTGGGTGCTGGA           | TTCGAGGCCAGCCTGGTTTA         |
| <i>Stra8</i> -iCre            | GACAGGGCTGTGATTGGTTC           | CACAGTCAGCAGGTTGGAGA         |
| <i>Cre</i>                    | GGACATGTTTCAGGGATCGCCAGGCGT    | GCATAACCAAGTGAAACAGCATTGCTG  |

How the deposited data were processed for this re-analysis (not part of the article)

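The measured material was RNA of germ cells isolated from the testes of 8 males at 15 days after birth, with 1 library per mouse. There were 4 *Mgat2*[F/F] controls and 4 *Mgat2*[F/F]:*Stra8*-iCre cKO mice. The preparations also held somatic transcripts, with Sertoli marker scores between 7.57 and 7.88 in all samples. The share of somatic cells was not measured. The authors prepared non-stranded libraries from polyadenylated RNA, sequenced them with paired ends, aligned the reads to GRCm39 with STAR and quantified genes with RSEM. The authors deposited the RSEM expected counts of 55357 genes, without a filter or normalization between samples. The deposited TPM values are RSEM's transcripts-per-million estimates for the same genes and samples, scaled within each library for gene length and depth. Expected counts were used for tests of genes, and TPM values were used for the expression filter, for correlations between samples and for marker scores. No deposited column belonged to a sample outside the study.
Expected counts were rounded to whole numbers, since 15.2% were not whole. Genes were kept when their TPM was at least 1 in at least 1 sample, the filter that the paper's methods give, which left 20187 genes. Gene symbols, positions and biotypes came from GENCODE mouse release 39, in which 20075 of these genes were found by Ensembl identifier and 112 were not. The total of expected counts per sample ran from 12584726 to 15907505 in controls and from 14069373 to 15572196 in cKO samples. A floor of 3 counts, worth 0.189 to 0.238 CPM, was taken as the smallest signal a library can show, and samples at or under it are named where a result rests on them.
Genotypes were compared over all 8 samples with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood fit, quasi-likelihood F-test, no covariate), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. A gene past it is described as called. Log2 fold changes are cKO over control, and the CPM given for a gene are normalized with the TMM factors. Gene families, which stand for the ontology terms of the paper by name only, and marker sets were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over the families and over the sets. Per-sample scores of a marker set are the mean log2(TPM + 1) of its genes. Scores, RNA yield, testis and body weight and single genes were compared with two-sided exact permutation tests over all assignments of 4 and 4 samples. Pearson's r between samples was computed on log2(TPM + 1). The within-genotype axis is the first principal component of the deviations of log2 CPM from the genotype means, and its correlation with the genotype difference across genes was computed. Other splits of the 8 samples into 4 and 4, of which there are 35 with the real one, were fitted in the same way. The tools were R 4.3.3, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.
The replicate number as a block was fitted as an alternative. The pairing comes from the sample titles alone, where both genotypes carry the numbers 1 to 4. Same-numbered samples are different mice, and the paper states no pairing, litter or batch. The correlation across genes of the deviations of same-numbered samples from their group means averaged 0.31, and was 0.65 for replicate 1. Among replicates 2 to 4 it averaged 0.19, against 0.17 for differently numbered samples.
Alternatives fixed before the data were examined were DESeq2 with and without independent filtering, DESeq2's size factors in edgeR, upper-quartile normalization, library totals without further normalization, a fit that was not robust, limma-voom, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), no expression filter, edgeR's filterByExpr, a mean of at least 10 counts, protein-coding genes only, the replicate block, 1 surrogate variable from sva, camera with an estimated correlation, limma's fry test, and leaving out each sample in turn. Chosen after the data were seen were a term for replicate 1 against the other replicates, replicates 2 to 4 alone, DESeq2 with the replicate block, fry with the replicate block, and leaving out samples for the correlations, marker scores and RNA yield.
Genes named in the text are *Mgat2*, the genes that the paper's text, Tables S2 and S3 or Figs 5B and 7 name, members of gene families and lists written before the data were examined, the 5 called genes with the largest fall and the 5 with the largest rise among those with the genotypes apart in every sample, and called genes within 250000 bp of *Mgat2*. *Gm49383*, *Nrcam*, *Ccdc144b* and the immediate-early genes were singled out after their values were seen.
The tests were tried on simulated counts for the 20187 genes, drawn from the means and library sizes of the real samples, with 200 genes changed. Each setting was a single draw, and the changed genes were chosen without regard to the shift of replicate 1. EdgeR called 90.5% of the changed genes, and 7.7% of its calls were of unchanged genes. With the replicate block the shares were 90.5% and 16.6%, with DESeq2 90% and 8.2%, and with limma-voom 87% and 1.1%. When a shift of replicate 1 in both genotypes was added to the simulated counts, the shares were 72.5% and 0.7% with edgeR, 91.5% and 29.9% with the replicate block, 90.5% and 17.4% with a term for replicate 1, 81% and 3% with DESeq2 and 71% and 0.7% with limma-voom.
Gene ontology terms, the MSigDB collection and the networks of Ingenuity Pathway Analysis were not tested, since their gene lists were not available, and only the expression of the genes the paper lists from them is given. A correlation of *Lars2* with ribosomal RNA across the 8 samples had been planned and is not given, because the samples of a genotype cluster together in both and a pooled correlation would repeat the genotype difference. The correlation of deviations within genotypes was computed after the data were seen. Protein, glycan and histology results of the paper have no values in the deposited data. The result for 1 named gene is not reported here.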

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

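Of the tests weighed here, those on replicate 1 (library size, stage markers, somatic markers, immediate-early genes), on sequence shared with *Lars2*, on *Lars2* within genotypes, on the exon overlap of *Rpl36al* and on its exon shared with *Gm49383* were chosen only after the result was seen, while the fold change of *Rn18s-rs5* and the ranking of the neighbours of *Mgat2* were planned beforehand.
In 5 of 44 groups of 4 samples, 1 sample lay far from the other 3 of its genotype by Dixon's test, where chance gives 2.2 groups (about 1 in 20). All 5 samples were replicate 1, but 3 of the 5 come from measures built from the pattern, the immediate-early list and the within-genotype axis. Without these measures 2 of 40 groups had a sample apart, the number that chance gives. The pachytene score, the mean log2(TPM + 1) of the set, was 4.82 in cKO replicate 1 and between 3.73 and 3.91 in the other cKO samples. The endothelial score was 1.08 in control replicate 1 and between 1.78 and 1.86 in the other controls. The score of 13 immediate-early genes, a list chosen after the data were seen, was 5.74 in control replicate 1 and 5.86 in cKO replicate 1, and between 7.46 and 7.72 in the other samples. On the within-genotype axis, which holds 43.3% of the variance within genotypes, cKO replicate 1 scored 0.61 and control replicate 1 scored 0.59, and the others lay between -0.33 and -0.07.
Set against replicates 2 to 4 with genotype in the model, replicate 1 had 2782 genes called higher and 2301 called lower by edgeR. Library size is ruled out as the source, as 0 of the totals of replicate 1 lay outside the range of the other samples. A difference in the stage the germ cells had reached may explain part of it, since the pachytene genes had a median log2 difference of 1.02 between replicate 1 and the others, with 14 of 20 called. A smaller share of somatic cells in replicate 1 is another candidate explanation, since the medians of all 6 somatic marker sets were negative, from -0.92 for erythroid to -0.05 for macrophage genes, although the Leydig and macrophage scores of cKO replicate 1 were not below those of the other cKO samples on average. The immediate-early genes had a median log2 difference of -1.69, with all 13 called, but they were listed because they differ, so a response of the cells to handling can neither be shown nor excluded from them. Neither the labels nor the paper give a date, litter or batch for any mouse, and so the pattern cannot be told apart from a difference in handling or sequencing. Both genotypes show it, and hence it is not an effect of the deletion.
*Rpl36al*, adjacent to *Mgat2*, is among the paper's 245 genes but is not discussed there, and it was flagged as a signal the paper did not analyse, with a log2 fold change of -1.25. Its adjusted p was 0.40 with edgeR and lay between 5.1e-15 and 0.59 over the other settings (edgeR, DESeq2 and limma). Of the other ribosomal protein genes 0 fell more, and their median was 0.05, so a fall of this gene family is ruled out. Reads of *Mgat2* counted for *Rpl36al* in the 304 bp of overlap can hold 10.6% of the fall if coverage is even along the exons. On that assumption they are not the main source, but coverage along the exons was not tested. The ratio of *Rpl36al* to *Mgat2* counts was between 0.76 and 1.10 in all samples, which shared reads could also give. An exon of *Gm49383* of 332 bp lies within an exon of *Rpl36al* on the same strand, and RSEM could have divided reads between them, but the mean rise of *Gm49383* of 29.5 counts can hold 6.32% of the fall of *Rpl36al*, of 467 counts. An effect of the deleted allele on the neighbouring gene is undecided. *Rpl36al* ranked 2 by size of change among the 16 tested neighbours, behind *Gm49383*, where the prediction made beforehand was that it would be the most changed.
*Gm49383* was flagged for a log2 fold change of 3.46, with 11, 0, 0 and 0 counts in control replicates 1 to 4 and 67, 44, 10 and 8 in the cKO replicates. Its adjusted p was 0.47 with edgeR, 0.43 with DESeq2 and 3.4e-04 with edgeR and the replicate block, and lay between 4.8e-05 and 0.68 over all other settings. An exact permutation test on its normalized values gave p = 0.086. An exon of *Gm49383* of 58 bp lies within the *Mgat2* exon on the other strand, and the counting did not use strand, while the exon of 332 bp lies within *Rpl36al*, so reads of either gene may have been counted for *Gm49383*. The falls of *Mgat2* (-1.05) and *Rpl36al* (-1.25) go against a gain of such reads in proportion to either, but a different division of the reads of *Rpl36al* could hold all of the rise, and this was not tested. A transcript of the recombined allele is a candidate explanation, which was not tested, since the deposited values hold no positions of reads. The rank of 2 for *Rpl36al* means that *Gm49383* had the largest change among the neighbours, with few counts.
*Rn18s-rs5* was flagged for a log2 fold change of 0.48 in a gene the paper does not discuss, with every cKO sample above every control sample. Such a parting of the groups is found in 2.86% of genes by chance and was found in 5.50% of all genes tested. Its adjusted p was 0.081 with edgeR and lay between 8.0e-12 and 0.30 over the other settings (edgeR, DESeq2 and limma). It was called by DESeq2 and by edgeR with the replicate block. Because the libraries were made from polyadenylated RNA, a different carry-over of ribosomal RNA may underlie the rise, and the 10 genes with the most counts took 8.78% of the counts in cKO against 7.43% in control samples. *Lars2*, which the paper names among raised genes, rose along with it (log2 fold change 0.66). Reads of *Rn18s-rs5* counted for *Lars2* are ruled out at the level of identical sequence, as they share 0 of their 31-mers, while *Gm15564*, another ribosomal RNA transcript, shares 25 of its 1755 with *Lars2*. Over all 8 samples a correlation of *Lars2* with *Rn18s-rs5* would repeat the genotype difference. Within genotypes the correlation of their deviations was 0.505 (exact permutation test within genotypes, two-sided, p = 0.366), which with 4 samples each decides nothing, and the rise of *Lars2* cannot be told apart from one of carried-over ribosomal RNA.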

How the results depend on the processing

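The comparison of genotypes by edgeR without a covariate, the other settings listed with the processing and the gene lists were chosen before the data were examined, except where a setting is said to have been chosen afterwards. Results are given in the same order in each sentence: all genes called at an adjusted p-value under 0.05, with those lower and higher in cKO germ cells, then protein-coding genes called, with those higher and lower, then how many of the paper's 245 genes and of the genes from its network tables were called. Without a covariate edgeR called 8 genes (8 lower, 0 higher), 5 protein-coding genes (0 higher, 5 lower), 5 of the 245 and 1 of the network genes, and DESeq2's size factors in edgeR gave the same counts. For every count that changed, the cause was not tested unless stated.
DESeq2 called 302 genes (284 lower, 18 higher), 242 protein-coding genes (16 higher, 226 lower), 245 of the 245 and 63 network genes. Without its independent filtering it called 258 genes (247 lower, 11 higher), 204 protein-coding genes (9 higher, 195 lower), 204 of the 245 and 51 network genes. Under both, 1 gene adjacent to *Mgat2* and 1 ribosomal RNA transcript were called, where edgeR called 0 of each. Upper-quartile normalization led to 18 genes (17 lower, 1 higher), 15 protein-coding genes (1 higher, 14 lower), 15 of the 245 and 2 network genes, and library totals alone to 17 genes (16 lower, 1 higher), 14 protein-coding genes (1 higher, 13 lower), 14 of the 245 and 2 network genes. Without an expression filter the counts were 35 genes (33 lower, 2 higher), 25 protein-coding genes (1 higher, 24 lower), 25 of the 245, 5 network genes and 1 ribosomal RNA transcript. All 8 genes called by edgeR without a covariate were also called under each of these 5 settings.
In 7 settings 0 genes were called, hence 0 lower, 0 protein-coding, 0 of the 245 and 0 network genes. These were the fit that was not robust, limma-voom, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), filterByExpr, a mean of at least 10 counts, and protein-coding genes only. At an unadjusted p under 0.05 they gave 1991, 2030, 1816, 1892, 1665, 1676 and 1498 genes, against 1796 with edgeR.
EdgeR with the replicate block called 1464 genes (1302 lower, 162 higher), 1278 protein-coding genes (155 higher, 1123 lower), 237 of the 245 and 64 network genes, with 1 growth factor receptor, 1 gene of ERK and AKT signalling, 3 genes adjacent to *Mgat2* and 1 ribosomal RNA transcript. The share of calls that were lower in cKO was 88.9% with the block, 94.0% with DESeq2 and 100% without a covariate. Of the 302 genes called by DESeq2, 294 were also called with the block. When both samples of a replicate number were left out, between 951 and 1792 genes were called with the block. With 1 surrogate variable, 1251 genes were called (1049 lower, 202 higher), 1100 protein-coding genes (198 higher, 902 lower), 237 of the 245, 63 network genes, 3 growth factor receptors, 2 genes adjacent to *Mgat2* and 1 ribosomal RNA transcript. The share lower in cKO was 83.9% there, and the surrogate variable placed replicate 1 of both genotypes at -0.69 and -0.50, away from the other samples (0.06 to 0.31).
Further settings were chosen after seeing the data. A term for replicate 1 led to 1522 genes (1317 lower, 205 higher), 1329 protein-coding genes (199 higher, 1130 lower), 237 of the 245, 64 network genes, 1 growth factor receptor, 1 gene of ERK and AKT signalling, 2 genes adjacent to *Mgat2* and 1 ribosomal RNA transcript. Replicates 2 to 4 alone gave 855 genes (764 lower, 91 higher), 740 protein-coding genes (88 higher, 652 lower), 201 of the 245, 53 network genes, and 1 gene each among growth factor receptors, neighbours of *Mgat2* and ribosomal RNA transcripts. DESeq2 with the replicate block called 1223 genes (1142 lower, 81 higher), 1078 protein-coding genes (76 higher, 1002 lower), 235 of the 245, 61 network genes, 1 growth factor receptor, 1 gene of ERK and AKT signalling, 2 genes adjacent to *Mgat2* and 1 ribosomal RNA transcript.
Leaving out each sample in turn gave from 0 to 32 genes across the 8 fits with edgeR (from 0 to 30 lower, from 0 to 2 higher), from 0 to 28 protein-coding genes (from 0 to 2 higher, from 0 to 26 lower), from 0 to 27 of the 245, from 0 to 3 network genes and from 0 to 1 ribosomal RNA transcripts. With DESeq2 it gave from 81 to 893 genes. Of the 8 genes called by edgeR over all samples, all 8 were called again without control replicate 1 or control replicate 4, 7 without cKO replicate 1, 2 without control replicate 2, and 0 in the other 4 fits, without control replicate 3 or cKO replicate 2, 3 or 4. The number of growth factor receptors, of genes of ERK and AKT signalling, of neighbours of *Mgat2* and of poly-N-acetyllactosamine enzymes called stayed at 0 in these fits, and the enzymes stayed at 0 in all other settings too.
*Mgat2* fell in every setting. Its log2 fold change of -1.05 (adjusted p = 0.47 from edgeR) moved past the threshold with DESeq2 (-1.06, adjusted p = 0.025), with DESeq2 without independent filtering (-1.06, adjusted p = 0.031) and with DESeq2 and the replicate block (-1.08, adjusted p = 0.0017). In the remaining settings it was between -1.09 and -0.96 and not past the threshold, and between -1.25 and -0.86 with a sample left out. The cause was not tested.
The cilium and flagellum families fell in every setting. Their median of -0.90 was past the threshold except with an estimated correlation in limma's camera test (-0.90, adjusted p = 0.18) and with limma's fry test (-0.90, adjusted p = 0.11). The Catsper family, with a median of -1.78, followed the same course, with adjusted p-values of 0.11 from limma's camera test with an estimated correlation and 0.080 from limma's fry test. Fry with the replicate block, chosen after seeing the data, gave 0.014 for both. Over the other settings the medians were between -0.91 and -0.68 for the cilium and flagellum families and between -1.89 and -1.58 for Catsper, and with a sample left out between -1.17 and -0.52 and between -2.18 and -1.44, past the threshold of limma's camera test each time.
Of the stage and cell-type marker sets, 3 passed the threshold in limma's camera test, 5 did so on limma-voom values and 5 over replicates 2 to 4. Without an expression filter and with 1 surrogate variable 2 passed, and the round spermatid set did not (adjusted p = 0.24 and 0.078 from limma's camera test). With a sample left out from 2 to 5 passed. The correlation of the within-genotype axis with the genotype difference was -0.27. It was -0.43 with limma-trend on log2(TPM + 1), -0.53 with filterByExpr, -0.53 with a mean of at least 10 counts, -0.46 with protein-coding genes only, -0.15 without a filter, -0.093 with 1 surrogate variable and 0.15 over replicates 2 to 4, and from -0.409 to -0.046 with a sample left out. The cause was not tested. The difference between mean r within and between genotypes was from 0.0010 to 0.0083 with a sample left out and in no setting past the threshold. The difference in RNA yield, from the paper's values, was from -11.3 to -8.33 µg with a mouse left out, with every cKO mouse below every control mouse each time. Without control replicate 1 the unadjusted p was 0.057 in place of 0.029 (exact permutation test, two-sided), although the genotypes still did not overlap, and over all mice the p adjusted over 3 measures was 0.086.
Among 53 genes named in the text, 8 were no longer past the threshold in some setting and 39 passed it in some setting where they had not. With a sample left out these numbers were 8 and 10. The only reversal was in *Cep83*, with a log2 fold change from -0.013 (without control replicate 4) to 0.073 with a sample left out against 0.02 over all samples, where the standard error was 0.07. The cause was not tested.
Depth limits results at few counts. A library shows nothing under 0.189 to 0.238 CPM, so the fold changes of *Cfap58*, *Cfap221* and *Igsf21*, each with cKO samples at 3 counts or fewer, are uncertain in size, and *Gm49383* was at 3 counts or fewer in 3 controls. Few counts also bear on the enzymes and receptors at 1 to 3 CPM, such as *B3gnt7* with a standard error of 0.32 on its log2 fold change. With 4 mice per genotype, the smallest p of an exact permutation test is 0.029.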

Differences from the paper's values

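Values are given with edgeR's quasi-likelihood test, and the paper's methods name DESeq2, which was among the alternatives set before the data were examined.
The paper's number of differentially expressed genes is 302, and edgeR called 8. The gap is closed by DESeq2 (302). DESeq2 without independent filtering (258) narrows it to within 1.5 times, the bound used here for a difference, and none of the other alternatives set before the data were examined does. For protein-coding genes the paper's number is 245, and edgeR called 5. DESeq2 (242) closes this gap to 3 genes, DESeq2 without independent filtering (204) narrows it to within 1.5 times, and the other alternatives do neither. The paper's number of upregulated protein-coding genes is 17, against 0 with edgeR, although 485 had an unadjusted p under 0.05. DESeq2 (16) closes the gap, and DESeq2 without independent filtering (9), the replicate block (155) and the other alternatives do not.
The adjusted p-values of the 10 genes of Table S3 differ as well. For *Catsperg2* the paper's value is 6.4E-10 and edgeR's is 0.035. For *Pcsk4* the paper's is 1.9E-09 against 0.035 from edgeR, for *Lrrc71* 8.8E-09 against 0.085, for *Gstt2* 9.7E-09 against 0.035, for *Cfap74* 2.5E-07 against 0.072, for *Ccdc39* 2.6E-07 against 0.21, for *Adad2* 4.2E-07 against 0.035, for *Mapk15* 4.4E-07 against 0.064, for *Ptpn20* 1.3E-06 against 0.054 and for *Tmem30c* 1.9E-06 against 0.23. DESeq2 with and without independent filtering closes the gap in all 10, 1 surrogate variable does so in *Mapk15* (adjusted p = 5.8e-07 from edgeR), and none of the other alternatives set before the data were examined does in any of them.
For the entry of Table S2 named *Ccdc41*, centrosomal protein 83, the paper's fold decrease is 5.2, and the decrease of *Cep83* was 0.986-fold. None of the alternatives closed the gap. The longer list of Table S8 holds *Ccdc144b* and not *Cep83*, and *Ccdc144b* fell 5.16-fold with edgeR.
The lowest Pearson's r between samples is about 0.94 in Fig. S5, read by eye, and it was 0.927 on log2(TPM + 1). None of the alternatives set before the data were examined closed the gap.
The paper lists 245 genes as changed, of which edgeR called 5. DESeq2 called all 245, DESeq2 without independent filtering 204, the replicate block 237, 1 surrogate variable 237, no expression filter 25, upper-quartile normalization 15 and library totals alone 14. Chosen after seeing the values, a term for replicate 1 called 237, replicates 2 to 4 alone called 201 and DESeq2 with the replicate block called 235. All 245 changed in the paper's direction in edgeR's fit. *Mgat2*, which the paper's list holds, was not called by edgeR (log2 fold change -1.05, adjusted p = 0.47), and it was called by DESeq2, by DESeq2 without independent filtering and, in a setting chosen after seeing the values, by DESeq2 with the replicate block.
The legends of Tables S5 and S6 describe the genes in bold as higher in control germ cells. *Fbxo32*, in bold in Table S6, was higher in cKO germ cells, with a log2 fold change of 0.48 (adjusted p = 0.31 from edgeR), and in Table S5 the entry RAP1 is in bold, while *Rap1a* had a log2 fold change of 0.26 (adjusted p = 0.45 from edgeR). Over the other settings of edgeR, DESeq2 and limma the log2 fold change was between 0.41 and 0.59 for *Fbxo32* and between 0.18 and 0.28 for *Rap1a*.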

Other observations

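Of the tests given here, those on replicates 2 to 4, on false calls from the block and on the direction of replicate 1 were chosen only after the result was seen, and those on other splits, library size, single samples, somatic cells and the within-genotype axis were planned beforehand.
Genotype was compared with the other ways to split the 8 samples into 4 and 4. Of these, 7 part all 4 same-numbered pairs as the real split does, and with them the real split makes 8. In this set the real split was the 1 with the most genes called (8, against at most 0), the 1 with the most protein-coding genes called (5, against at most 0) and the 1 with the largest median change of the cilium and flagellum families (0.90, against at most 0.82). At an unadjusted p under 0.05 the other 7 splits gave between 173 and 779 genes against 1796. With 8 splits the smallest possible share is 1 in 8, so these results cannot be told apart from a chance split by this test. Since the numbers pair no samples beyond replicate 1, the real split was also set, after the data were seen, against the 19 others that part the samples of replicate 1, some of which keep other same-numbered samples together. It was the 1 of these 20 with the most genes called (8, against at most 0, and 1796 against at most 810 at an unadjusted p under 0.05), the most called by DESeq2 (302, against at most 2) and the largest median of the cilium and flagellum families (0.90, against at most 0.82). Over all 35 splits, most of which place same-numbered samples on one side, 1 split gave as many genes called, 1 as many protein-coding genes and 3 a median as large, counting the real one. At an unadjusted p under 0.05, 4 of the 35 gave 1796 genes or more, the real one among them, and the largest number was 3500. The others of these 4 keep both samples of replicate 1 together. With DESeq2, 2 of the 35 gave 302 genes or more. The other was control replicates 1, 2 and 3 with cKO replicate 1 against the rest, which keeps both samples of replicate 1 together and gave 1121 genes. Among the splits that part all 4 pairs, DESeq2 called at most 2 genes in any but the real one.
Library size is ruled out as the source of the genes called, since the totals did not differ between genotypes (exact permutation test, two-sided, p = 0.971). Dependence on 1 control sample is undecided for the few genes called by edgeR without a block. The lowest number of genes called with 1 control sample left out was 0, without control replicate 3, but it was also 0 without cKO replicate 3 or cKO replicate 4. Before adjustment these 3 fits gave 1465, 1202 and 1357 genes with a p under 0.05. With DESeq2, 81 genes were called without control replicate 3, close to the 85 without cKO replicate 2 and 95 without cKO replicate 3. Of the 302 DESeq2 calls, 80 stayed without control replicate 3 and 107 without control replicate 1, against 243 and 287 without control replicates 2 and 4. Most were thus lost without control replicate 1 or 3, and also without cKO replicate 2, 3 or 4. With the block 951 to 1792 genes were called with any pair left out, which does not test the loss of a control sample alone.
The small number of genes called without a block may come from the difference between replicate 1 and the other replicates. Over replicates 2 to 4 of each genotype, 855 genes were called by edgeR, 764 lower and 91 higher in cKO, while the other splits of these 6 samples, of which there are 9, gave at most 2 (there too a genotype difference adds to the spread), with at most 1077 genes at an unadjusted p under 0.05 against 2816. The deviations of same-numbered samples had a correlation of 0.65 for replicate 1, 0.24 for replicate 2, 0.07 for replicate 3 and 0.28 for replicate 4. Among replicates 2 to 4 their mean was 0.19 for same-numbered and 0.17 for differently numbered pairs, so beyond replicate 1 the numbers do not pair the samples.
How many of the 1464 genes called with the block are false calls is undecided. The other 7 splits that part all 4 pairs gave at most 0 genes, and between 152 and 1291 at an unadjusted p under 0.05 against 3522. These splits exchange the genotypes in some pairs, so that a genotype difference adds to the spread and lowers the number called. On simulated counts the block gave more false calls than the threshold of 0.05 allows, 16.6% of its calls without a shift of replicate 1 and 29.9% with it. Each was a single draw in which the changed genes were chosen without regard to the shift. The shares therefore need not hold for the data. With the shift the share was 17.4% with a term for replicate 1, 3% with DESeq2 and 0.7% with edgeR without a block.
For the fall of cilium genes in cKO germ cells, a part played by a difference in somatic cells between genotypes is undecided, but such a difference is too small to hold the whole fall. Over all samples the medians of the 6 somatic sets were between -0.20, for endothelial genes with all 5 lower, and 0.17, for peritubular myoid genes with all 5 higher, against -0.90 for the cilium and flagellum families and -1.78 for Catsper. More somatic cells would lower all germ cell genes, but the spermatogonia genes had a median of 0.20 and the leptotene and zygotene genes of -0.09. Other germ cell genes did fall with those of cilia, with medians of -1.08 for pachytene genes, -0.45 for round spermatid genes and -0.70 for the Tdrd genes. The 6 somatic marker scores did not differ, with a smallest p of 0.20 (exact permutation test, two-sided), a test that takes no account of replicate 1. In limma's camera test the Sertoli genes were higher in cKO over replicates 2 to 4 (adjusted p = 0.0068, and 0.063 over all samples), as were the peritubular myoid genes (0.015, and 0.28 over all samples), and over the other settings the adjusted p-values were between 0.0068 and 0.21 for Sertoli, between 0.015 and 0.72 for peritubular myoid and between 0.020 and 0.61 for macrophage genes. A difference in the stage the germ cells had reached is undecided. The within-genotype axis had a correlation of -0.27 across genes with the genotype difference, within the bound of 0.3 set beforehand. It was beyond this bound with limma-trend on log2(TPM + 1), filterByExpr, a mean of at least 10 counts and protein-coding genes only. With a sample left out it was between -0.41 and -0.046, so the bound does not decide the question. The pachytene score was lower in cKO with p = 0.086 (exact permutation test, two-sided, without regard to replicate 1). Among replicates 2 to 4 the pachytene score was between 3.73 and 3.91 in cKO and between 4.54 and 4.96 in control samples, and in replicate 1 it was 4.82 against 5.92. When the direction from the other samples to replicate 1 was taken from control mice and the genotype difference from mice that were not used for it, the mean correlation across genes was -0.50 (from -0.59 to -0.37), and with the direction from cKO mice it was -0.46. The genes lower in cKO are thus in part those higher in replicate 1 of both genotypes. In replicate 1 the cilium and flagellum families had a median log2 difference of 0.88, with 94 members higher and 74 called, the Cfap genes 1.13 and the dynein heavy chains 1.38. One hypothesis is that fewer cells had reached pachytene in cKO testes at 15 days, as the difference in pachytene score of -1.10 between the samples of replicate 1 and of -0.90 between the means of replicates 2 to 4 may reflect. A lower expression of cilium genes in cells of the same stage would give the same values, and the deposited data, which hold no single cells, cannot tell these apart.
Among regulators of ciliary genes, *Rfx4* had a log2 fold change of -2.02 and *Rfx2* of -0.81. The set of 10 had a median of -0.38 (adjusted p = 0.031 from limma's camera test, between 0.0017 and 0.11 over the other settings, and up to 0.23 with a sample left out). *Dbil5*, which the paper uses as a marker in qRT-PCR, had a log2 fold change of -1.05 (adjusted p = 0.59 from edgeR, between 0.023 and 0.70 over the other settings of edgeR, DESeq2 and limma). Of 27 tested genes of ERK and AKT signalling, 0 were called by edgeR and 1 had an unadjusted p under 0.05. *Nras* had a log2 fold change of -0.26, with an adjusted p of 0.020 from edgeR with the replicate block and between 0.020 and 0.87 over all other settings. *Etv5* had a log2 fold change of 0.24, with every cKO sample above every control sample, and 2.86% of genes have the genotypes apart by chance.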
